# Hepatocyte-specific loss of GPS2 in mice reduces non-alcoholic steatohepatitis via activation of PPARα

**DOI:** 10.1038/s41467-019-09524-z

**Published:** 2019-04-11

**Authors:** Ning Liang, Anastasius Damdimopoulos, Saioa Goñi, Zhiqiang Huang, Lise-Lotte Vedin, Tomas Jakobsson, Marco Giudici, Osman Ahmed, Matteo Pedrelli, Serena Barilla, Fawaz Alzaid, Arturo Mendoza, Tarja Schröder, Raoul Kuiper, Paolo Parini, Anthony Hollenberg, Philippe Lefebvre, Sven Francque, Luc Van Gaal, Bart Staels, Nicolas Venteclef, Eckardt Treuter, Rongrong Fan

## Abstract

Obesity triggers the development of non-alcoholic fatty liver disease (NAFLD), which involves alterations of regulatory transcription networks and epigenomes in hepatocytes. Here we demonstrate that G protein pathway suppressor 2 (GPS2), a subunit of the nuclear receptor corepressor (NCOR) and histone deacetylase 3 (HDAC3) complex, has a central role in these alterations and accelerates the progression of NAFLD towards non-alcoholic steatohepatitis (NASH). Hepatocyte-specific *Gps2* knockout in mice alleviates the development of diet-induced steatosis and fibrosis and causes activation of lipid catabolic genes. Integrative cistrome, epigenome and transcriptome analysis identifies the lipid-sensing peroxisome proliferator-activated receptor α (PPARα, NR1C1) as a direct GPS2 target. Liver gene expression data from human patients reveal that *Gps2* expression positively correlates with a NASH/fibrosis gene signature. Collectively, our data suggest that the GPS2-PPARα partnership in hepatocytes coordinates the progression of NAFLD in mice and in humans and thus might be of therapeutic interest.

## Abstract (web summary)

Dysregulation of PPARα dependent fatty acid oxidation promotes hepatic steatosis. Here the authors show that GPS2 inhibits PPARα activity and that ablation of GPS2 ameliorates hepatic steatosis in mice.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is a chronic liver metabolic disorder which affects up to 30% of the adult population^1^. The severity of NAFLD ranges from simple steatosis to more severe stages of non-alcoholic steatohepatitis (NASH), characterized by liver inflammation, cell ballooning, and apoptosis^1,2^. Multiple factors such as lipotoxicity, insulin resistance, and inflammation act in parallel to trigger the disease development^1–3^. Progress in understanding the role of promoting factors during disease development has revealed putative therapeutic targets including transcription factors (TFs), such as farnesoid X receptors (FXRs)^4^, liver X receptors (LXRs)^5^, thyroid hormone receptor (TR) β^6^, and peroxisome proliferator-activated receptors (PPARs)^7^. Further targets are lipid-modulating and glucose-modulating enzymes, such as diglyceride acyltransferase (DGAT)^8^, Acetyl-CoA carboxylase (ACC)^9^, fatty acid synthase (FASN)^10^, AMP-activated protein kinase (AMPK)^11^, and metabolic hormones, such as incretins^12^ and fibroblast growth factors (FGFs)^13,14^. Although gene expression (transcriptome) analysis during NAFLD progression^15,16^ has identified a variety of differentially expressed marker genes, it has remained difficult to demonstrate whether differential expression is also the cause of disease progression in humans. NASH therapy remains challenging, in part due to the lack of understanding of the underlying molecular events that control those changes^1–3^.

Genetically modified mice and genome-wide sequencing approaches have revealed an intrinsic relationship between transcriptomes (gene expression patterns) and epigenomes (chromatin modifications) that is directly linked to the action of diverse coregulators^2,17–19^. In contrast to well-studied TFs, the (patho-) physiological role of coregulators and epigenome alterations for the development of fatty liver disease remains to be explored. Notably, alterations in the expression and function of the histone deacetylase 3 (HDAC3) corepressor complex in macrophages and adipocytes have been linked to metabolic-inflammatory diseases, such as obesity and type 2 diabetes in humans^20–22^. In addition to HDAC3, structural core subunits of the complex include nuclear receptor corepressor (NCOR) (also NCOR1, N-CoR), silencing mediator of retinoid and TRs (SMRT, also NCOR2), and G protein pathway suppressor 2 (GPS2), all three of which have been originally identified as nuclear receptor-binding proteins, and the transducing beta-like proteins TBL1 and TBLR1 serving as coregulator exchange factors^21,23–25^. Previous studies have demonstrated that removal of NCOR, SMRT, and HDAC3 from hepatocytes in knockout (KO) mice results in increased steatosis due to disturbed lipid metabolic pathways and circadian signaling governed by TRs^26,27^, LXRs^28^, and Rev-Erbs^29^. PPAR-dependent genes were increased in the *Ncor* and *Smrt* KO models, supporting a role of these subunits in PPAR repression consistent with additional studies^28,30,31^. However, increased fatty acid oxidation upon removal of these subunits was not sufficient to reverse the steatosis phenotype driven by other nuclear receptor-dependent pathways including lipogenesis. One explanation could be that lipogenesis is necessary for the generation of endogenous PPARα ligands^32^. Surprisingly, TBL1 deficiency in hepatocytes resulted in reduced fatty acid oxidation, pointing at a PPARα-activating function of TBL1 independent of the corepressor complex^33^. The specific KO phenotypes of different subunits of what is thought to be the same corepressor complex suggests multiple target TFs to be affected, resulting in the modulation of in part opposing metabolic liver pathways, such as fatty acid oxidation versus lipogenesis. These data also raise the intriguing possibility that metabolic liver pathways that protect against NAFLD/NASH are controlled by a different corepressor subunit or sub-complex, the identity of which remains to be explored.

In this study, we discover a role of the GPS2 subunit in the progression of NAFLD/NASH in both mice and humans by combining the study of liver-specific *Gps2* KO (LKO) mice with correlative analysis of human transcriptome datasets^15,16^. Through diet-induced mouse models of fatty liver disease along with next-generation sequencing analysis we provide evidence that *Gps2* ablation improved liver steatosis and fibrosis, which correlated with the selective activation of lipid catabolic genes. By analyzing cistrome (GPS2 ChIP-seq), epigenome (H3K27ac, H3K4me3 ChIP-seq), and transcriptome (RNA-seq), we identified PPARα as a direct GPS2 target TF and verified the interplay of the two factors in single and double KO mice. Our analysis further reveals that GPS2 in hepatocytes functionally cooperates with NCOR but not with SMRT to repress PPARα. As these data collectively suggest that GPS2 promotes the progression of fatty liver disease via antagonizing PPARα, the selective therapeutic modulation of GPS2–PPARα interactions could be of interest for future disease interventions.

## Results

### Hepatocyte *Gps2* depletion improves MCD-induced fibrosis in mice

We first explored the function of GPS2 in vivo using hepatocyte-specific *Gps2* LKO mice (Fig. 1a). QPCR and western blot was performed to ensure the tissue-specific KO of *Gps2* (Supplementary Fig. 1a–c). *Gps2* LKO mice started to show reduced body weight comparing with WT mice at the age of 14 months old (Supplementary Fig. 1d). *Gps2* LKO triglyceride in the very low-density lipoproteins (VLDL) fraction presented more than 50% reduction compared to WT mice, along with the total serum triglyceride level (Supplementary Fig. 1e). Lipoprotein triglyceride metabolism is tightly regulated via hepatic production and hydroxylation, but we found that serum (LPL) and hepatic lipoprotein lipase (HL) activities (Supplementary Fig. 1f) were similar between the two groups, suggesting decreased hepatic VLDL production rather than increased lipase activity. Intriguingly, *Gps2* LKO mice showed more than 50% increase in ketone body production in both fed and fasted state, suggesting a higher level of lipid oxidation in the LKO mice (Fig. 1b). This was further supported by enhanced oxygen consumption rate (OCR) in GPS2 knockdown AML12 cells both in basal and fatty acid abundant conditions (Fig. 1c). Notably, serum lipoprotein and intra-hepatic cholesterol levels were similar between WT and LKO mice (Supplementary Fig. 1g, h).

**Fig. 1:**
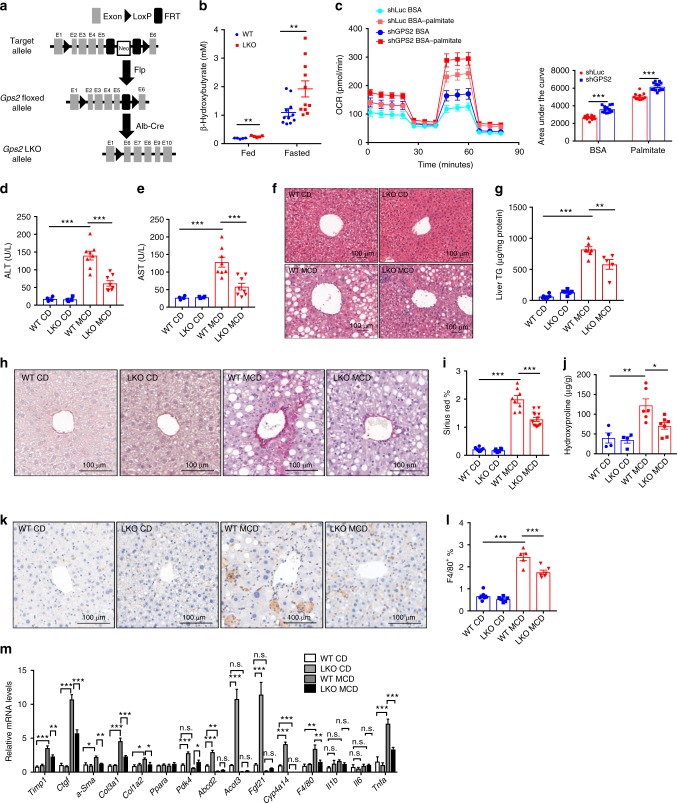
Hepatocyte *Gps2* depletion in mice improves MCD-induced fibrosis. **a** Flowchart representing the *Gps2* floxed mice generation and LKO strategy. **b** Fed and fasted ketone body analysis, fed *n* = 5, fasted *n* = 11, one-way ANOVA followed by Tukey’s test. **c** Mitochondrial respiration reflected by OCR levels in BSA or BSA-palmitate treated control (shLuc) and GPS2 knockdown (shGPS2) AML12 cell lines (left panel) and area under the curve calculations (right panel), *n* = 13, one-way ANOVA followed by Tukey’s test. (**d**) Serum ALT and (**e**) AST activity in chow diet (CD) and MCD-treated WT and LKO mice, *n* = 4 in CD and *n* = 8 in MCD, one-way ANOVA followed by Tukey’s test. (**f**) H&E staining; (**g**) liver triglyceride, *n* = 6 in WT CD, *n* = 7 in LKO CD, *n* = 7 in WT MCD and *n* = 5 in LKO MCD; (**h**) surius red staining; (**i**) liver sirius red staining quantification, *n* = 8 in WT CD, *n* = 6 in LKO CD, *n* = 8 in WT MCD, *n* = 13 in LKO MCD; (**j**) liver hydroxyproline test, *n* = 4 in CD groups, *n* = 6 in WT MCD, *n* = 7 in LKO MCD; (**k**) F4/80 staining; (**l**) F4/80 staining quantification, *n* = 8 in WT CD, *n* = 6 in LKO CD, *n* = 5 in WT MCD, *n* = 6 in LKO MCD; and (**m**) qPCR analysis of gene expression, *n* = 5–7 in each groups, one-way ANOVA followed by Tukey’s test. All data are represented as mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001

We further challenged the mice for 4 weeks with a fibrogenic methionine-deficient and choline-deficient diet (MCD). Both WT and LKO mice showed more than 30% of body weight loss yet no comparable difference between the two groups during the MCD feeding (Supplementary Fig. 1i). Liver expression of *Gps2* and *Tbl1*, but not of *Ncor* or *Smrt*, was increased upon MCD feeding for 2 and 4 weeks (Supplementary Fig. 1j). After 4 weeks MCD feeding, LKO mice showed a significant reduction of serum aspartate transaminase (AST) and alanine transaminase (ALT) activity, suggesting alleviated liver damage (Fig. 1d, e). Hematoxylin and eosin (HE) staining indicated reduced liver steatosis in LKO mice after MCD feeding (Fig. 1f), consistent with reduced liver triglyceride content (Fig. 1g). Serum lipoprotein triglyceride was not changed in MCD-fed mice (Supplementary Fig. 1k). Liver cholesterol levels were also not changed by *Gps2* ablation (Supplementary Fig. 1l). Consistently, Sirius red staining of the MCD-fed WT and LKO mice showed improved liver fibrosis in the LKO group upon MCD feeding (Fig. 1h, i), confirmed by hydroxyproline analysis (Fig. 1j).

As lipid-induced fibrosis progression is also highly related to liver inflammation^34^, we treated mice with lipopolysaccharide (LPS) and tested the pro-inflammatory gene expression in the livers (Supplementary Fig. 1m). While *Il1b*, *Il6*, *Tnfα*, *Ccl2* and *Ccl7* were all induced by LPS, they showed no difference between the WT and LKO groups.

However, F4/80 staining demonstrated reduced macrophage infiltration in MCD-fed LKO mice compared with WT mice (Fig. 1k, l). QPCR analysis in CD and MCD mice showed reduced fibrotic and inflammation markers, along with increased fatty acid catabolic genes (Fig. 1m).

Lastly, genes related to lipid metabolism were already up-regulated in LKO mice under basal conditions, while fibrosis markers remained unchanged (Supplementary Fig. 1n). These data collectively suggest that loss of GPS2 in hepatocytes regulates inflammation and fibrosis indirectly via regulating fatty acid metabolism.

### *Gps2* LKO improves liver steatosis and insulin resistance

We further explored the role of hepatocyte GPS2 in obesity-induced liver steatosis and insulin resistance. We first analyzed the phenotypes of mice upon chow diet feeding. Two-month-old chow diet-fed mice showed comparable blood glucose levels (Supplementary Fig. 2a), LKO mice had reduced fed and fasted (12 h fasting) blood glucose after 12 months (Supplementary Fig. 2b) and 16 months (Supplementary Fig. 2c). Fed insulin levels in both 2 months old (Supplementary Fig. 2d) and 16 months old (Supplementary Fig. 2e) mice were reduced as well, suggesting improved glucose control in LKO mice. Consistently, oral glucose tolerance test (OGTT, upon 12 h fasting) and insulin tolerance test (ITT, upon 4 h fasting) in 2 months old (Supplementary Fig. 2f, g) and 16 months old mice (Supplementary Fig. 2h, i) showed improved glucose control. We next proceeded to challenge the mice with high fat diet (HFD). Sixteen weeks of HFD increased *Gps2* expression (Supplementary Fig. 2j). We found that HFD-induced body weight gain was significantly lower in LKO mice (Fig. 2a), while food and water intake remained similar (Supplementary Fig. 2k, l). The subcutaneous fat was lower in LKO mice (Supplementary Fig. 2m). HFD-induced blood glucose levels were also significantly lower in LKO mice (Fig. 2b) although insulin levels were comparable (Fig. 2c). The OGTT and ITT test showed improved glucose control in HFD-fed LKO mice (Fig. 2d, e). Serum VLDL and total triglyceride levels (upon 4 h fasting), and HDL and total cholesterol levels were reduced in HFD LKO mice (Fig. 2f, Supplementary Fig. 2n). HE staining showed improved liver steatosis in LKO mice (Fig. 2g), confirmed by liver triglyceride analysis (Fig. 2h), although liver cholesterol level remained unchanged (Supplementary Fig. 2o). F4/80 staining showed slightly increased macrophage infiltration upon HFD treatment in WT mice (Fig. 2i, j), which was reduced in LKO mice (Fig. 2i, j). Gene expression analysis revealed reduced lipogenesis gene expression and increased fatty acid oxidation gene expression in the LKO mice liver (Fig. 2k). *Il6* and *Tnfa* were reduced in LKO mice as well (Fig. 2k). In contrast, HFD did not significantly induce fibrotic markers in the liver in both WT and LKO mice (Supplementary Fig. 2p).

**Fig. 2:**
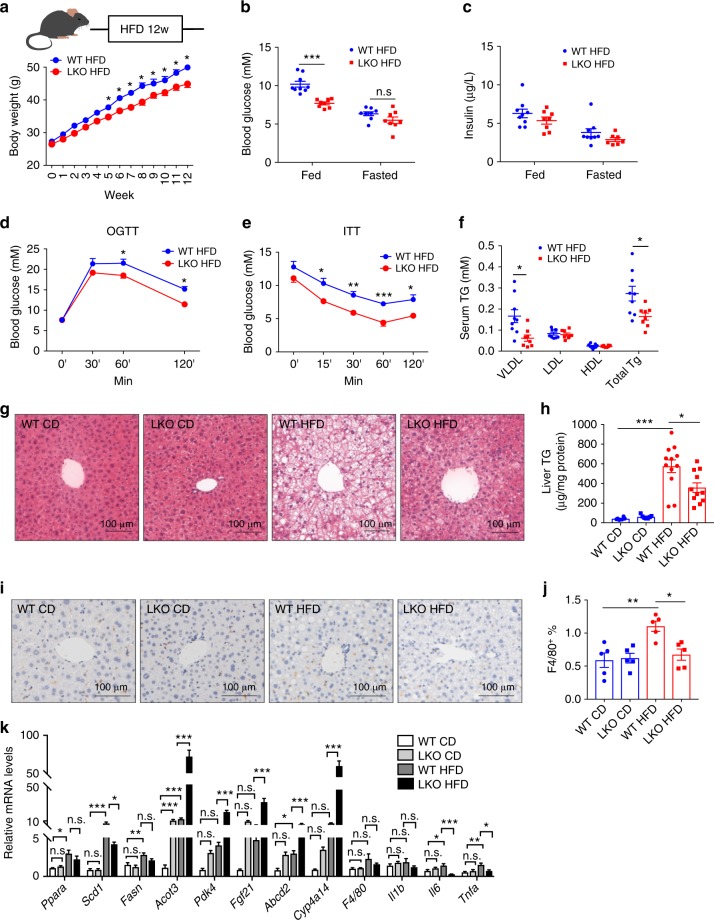
*Gps2* LKO mice are resistant to HFD. **a** Body weight change during 12 weeks HFD feeding in WT and LKO mice, *n* = 9–16 in WT and *n* = 10–17 in LKO, non-parametric Mann–Whitney test. Fed and fasted (**b**) glucose and (**c**) insulin in WT and LKO mice, *n* = 9 in WT and *n* = 8 in LKO, non-parametric Mann–Whitney test. (**d**) OGTT and (**e**) ITT in WT and LKO mice after 12 weeks of HFD, *n* = 10, non-parametric Mann–Whitney test. (**f**) Triglyceride in VLDL fractions, *n* = 8–9 in each group. non-parametric Mann–Whitney test. (**g**) H&E staining; (**h**) liver triglyceride levels, *n* = 6 in WT CD, *n* = 7 in LKO CD, *n* = 12 in WT HFD and *n* = 11 in LKO HFD, one-way ANOVA followed by Tukey’s test. (**i**) F4/80 staining and (**j**) quantification, *n* = 5 in each group. (**k**) QPCR analysis of liver mRNA expressions, *n* = 5–9 in each group from 12 weeks CD-fed or HFD-fed WT and LKO mice, one-way ANOVA followed by Tukey’s test. All data are represented as mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001

Taken together, the results suggest that hepatocyte *Gps2* KO reduces body weight and plays a key role in modulating both lipid metabolism and glucose homeostasis in obese mice.

### PPARα is a direct target of GPS2 in hepatocytes

We continued to investigate underlying mechanisms involved in the regulatory role of GPS2 in the liver. We first identified GPS2 signature genes from WT and LKO livers in chow diet fed mice using RNA-seq (Fig. 3a). 

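Liver RNA of chow-fed mice was sequenced after poly(A) selection, in 4 *Gps2* WT and 4 *Gps2* LKO libraries. The paper describes its replicate experiments as biological replicates, and whether each library came from a separate mouse is not given in the sources used here. The values are the authors' read counts per gene, for 14583 genes and 14746097 to 16181080 counts per WT library and 13194385 to 20086127 per LKO library. Of these genes, 12220 passed edgeR's filter on low counts and were compared with edgeR's quasi-likelihood test after TMM scaling. A gene is called higher or lower at an adjusted p under 0.05. Levels are given in CPM, counts relative to the TMM-scaled library total, with the SD over libraries. Beyond counting noise, gene levels varied by 2.10 to 3.86% between any pair of WT libraries and by 2.4% between LKO replicates 1 and 4. The other LKO pairs varied by 9.14 to 16.8%. Transcript length went with genotype in these libraries. Genes with the shortest exons in sum (20 to 1655 bp, n = 2445) were higher in 42.7% and lower in 5.60% of cases, and those with the longest (4977 to 83437 bp, n = 2444) in 9.45% and 44.1%. Across genes, the rank correlation of a library's level, relative to the WT mean, with exon length was -0.499, -0.360 and -0.483 in LKO replicates 1, 3 and 4 and -0.0377 in LKO replicate 2. It lay between -0.154 and 0.15 in the WT libraries. *Alb*, the albumin gene, took 8.74 to 9.11% of the counts in WT and 11.4 to 12.6% in LKO libraries.

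**Figure D1:**
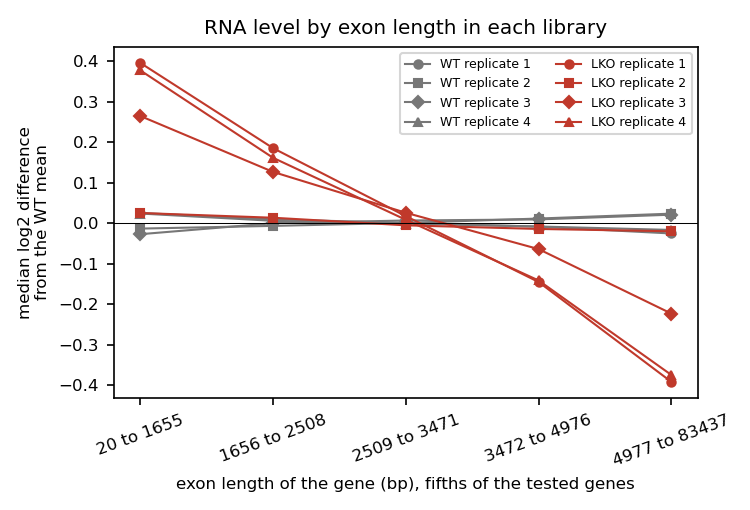
Median log2 difference of gene level from the WT mean (y axis) for genes in 5 equal groups by total exon length in bp (x axis), with 1 line for each of the 4 WT (grey) and 4 LKO (red) liver libraries. LKO replicates 1, 3 and 4 fall from the shortest to the longest genes, while LKO replicate 2 and the WT libraries stay near 0.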

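Many genes differed in RNA level between *Gps2* LKO and WT livers, and the calls went with exon length as given above. In LKO livers, 2856 genes rose and 2621 fell, of which 397 and 169 changed beyond a log2 fold change of 1. *Gps2* itself fell from 16.0 ± 0.719 to 11.2 ± 1.93 CPM (SD, n = 4 each, log2 fold change -0.53, SE 0.11, adjusted p = 0.00210). The paper checked the knockout by qPCR and western blot. The counts here cover the whole gene and all cells of the liver, so they do not measure the deletion in hepatocytes. The largest rises included *Cyp2a4*, a steroid hydroxylase expressed mainly in female liver, which rose from 3.29 ± 1.30 to 1199 ± 112 CPM (log2 fold change 8.51, SE 0.17, adjusted p = 3.34e-13). *H19*, a noncoding RNA of fetal liver, rose from 0.291 ± 0.220 to 66.2 ± 2.96 CPM (log2 fold change 7.80), and *Tmeff2*, which encodes a transmembrane protein, rose from 0.538 ± 0.304 to 36.5 ± 1.78 CPM (log2 fold change 6.04). Among the largest falls were major urinary protein genes, whose products carry pheromones in male urine. *Mup17* fell from 1058 ± 49.2 to 12.9 ± 2.81 CPM (log2 fold change -6.38, SE 0.11, adjusted p = 3.34e-13), *Mup21* had a log2 fold change of -4.35 and *Mup7* of -2.91. *Moxd1*, a monooxygenase-like gene, gave 8.35 ± 0.458 CPM in WT and a single count over the 4 LKO libraries.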

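All 15 measured genes of a list of 22 genes with female-biased liver expression, fixed before the data were examined, rose in LKO livers, also when adjusted over the list alone. Their median log2 fold change was 4.28. They include *Cux2*, a transcription factor of female liver (log2 fold change 5.49), *Cyp2c40* (4.28) and *Cyp17a1*, an enzyme of steroid synthesis (2.04). Of 20 genes with male-biased expression, none rose, 17 fell and 3 did not pass the test (0 higher and 18 lower adjusted over the list alone). Their median was -0.96, with *Selenbp2*, a selenium-binding protein, at -2.71, the fatty acid elongase *Elovl3* at -2.68 and the hydroxysteroid dehydrogenase *Hsd3b5* at -1.48. Of 6 subunit genes of the corepressor complex, 4 fell and 2 did not pass the test (the same adjusted over the list alone). Those that fell include *Gps2*, which is the deleted gene, *Ncor1* (log2 fold change -0.63) and *Tbl1x* (-0.58). As a group these subunits had adjusted p = 0.152 with an estimated correlation. The counts are from edgeR's quasi-likelihood test. With the 4 WT libraries summed to 1 and LKO replicates 1 and 4 summed to 1, 458 genes were higher and 225 lower, and the calls of *Gps2*, *Ncor1* and *Tbl1x* ended (adjusted p = 0.132, 0.192 and 0.310). Without LKO replicate 2, 314 genes fell beyond -1.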

KEGG pathway analysis revealed enrichment of up-regulated genes in multiple metabolic pathways with PPAR pathways appeared in top enriched signaling pathways (Fig. 3b). 

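Lists of drug, retinoid and steroid metabolism held genes that rose and genes that fell in LKO livers. Of 46 measured genes of retinol metabolism, 27 rose, 6 fell and 13 did not pass the test (27 and 6 adjusted over the list alone), with a median log2 fold change of 0.41. *Cyp26a1*, which degrades retinoic acid, rose by 1.43 and *Lrat*, which esterifies retinol, by 0.82, while *Retsat*, which saturates retinol, fell by 0.99 on the log2 scale. Of 27 genes of arachidonic acid metabolism, 17 rose, 5 fell and 5 did not pass the test (17 and 6 adjusted over the list alone), with *Cyp2c38* at 1.72 and *Cyp4a12a* at -1.90. As a group this list had adjusted p = 0.0768 with an estimated correlation. Of 22 target genes of the drug receptors CAR and PXR, 15 rose, 3 fell and 4 did not pass the test (15 and 3 adjusted over the list alone), among them *Gstt3* at 1.40 and *Cyp2c29* at 1.24. Steroid hormone synthesis moved both ways. Of 31 genes, 8 rose, 13 fell and 10 did not pass the test (8 and 13 adjusted over the list alone), with *Akr1c18*, which inactivates progesterone, at 4.47 and *Cyp7b1*, an oxysterol hydroxylase, at -2.64. The lists share cytochrome P450 genes such as *Cyp2b9*, which had 8 counts over the 4 WT libraries and rose to 55.2 ± 6.64 CPM in LKO.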

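Most lipogenic genes rose, while other lists of lipid synthesis and transport held genes that rose and genes that fell. Of 19 lipogenic genes, 15 rose, none fell and 4 did not pass the test (16 and none adjusted over the list alone), and their median log2 fold change was 0.69. *Pnpla3*, a triglyceride-remodelling lipase, rose from 8.94 ± 1.09 to 59.5 ± 4.52 CPM (SD, n = 4; log2 fold change 2.73, SE 0.10, adjusted p = 9.9e-11), the desaturase *Fads1* from 635 ± 11.1 to 1341 ± 88.8 CPM (log2 fold change 1.08) and *Me1*, the malic enzyme that supplies NADPH, had a log2 fold change of 0.94. Of 23 genes of unsaturated fatty acid synthesis, 15 rose, 2 fell and 6 did not pass the test (15 and 2 adjusted over the list alone), with *Scd2* at 1.22. Of 19 genes of lipoprotein metabolism, 11 rose, 4 fell and 4 did not pass the test (12 and 4 adjusted over the list alone). *Apoa4*, an apolipoprotein of triglyceride-rich particles, rose from 228 ± 7.31 to 4468 ± 535 CPM (log2 fold change 4.29, SE 0.08, adjusted p = 3.55e-13) and *Angptl8*, an inhibitor of lipoprotein lipase, had a log2 fold change of 2.4, while *Apob* fell by 0.82. Of 24 genes of cholesterol synthesis, 13 rose, 4 fell and 7 did not pass the test (13 and 4 adjusted over the list alone), with adjusted p = 0.0800 with an estimated correlation for the group. Of 14 genes of bile acid synthesis and transport, 4 rose, 5 fell and 5 did not pass the test (4 and 5 adjusted over the list alone), with *Cyp8b1*, which sets the share of cholic acid, at -1.02 and adjusted p = 0.103 with an estimated correlation. Of 18 genes of glucose metabolism, 11 rose, 3 fell and 4 did not pass the test (11 and 4 adjusted over the list alone), with *Pfkfb3*, a regulator of glycolysis, at -1.47.

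**Figure D2:**
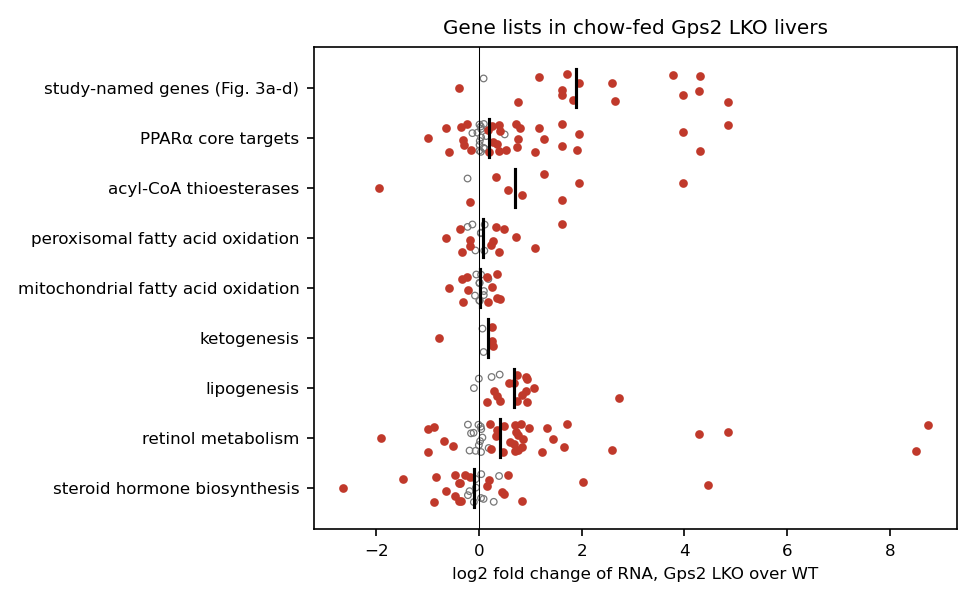
Log2 fold change of each measured gene in *Gps2* LKO against WT liver (x axis) for 9 gene lists (y axis); filled red points passed an adjusted p of 0.05, open grey points did not, and black lines are medians. The lipogenic genes and the acyl-CoA thioesterases sit mostly right of 0, and mitochondrial fatty acid oxidation is centred near 0.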

Given the dominant role of PPARα in liver lipid oxidation^35^, we identified PPARα target genes in mouse livers using available transcriptome datasets^36^ (GSE73298 and GSE73299, Supplementary Fig. 3a), followed by a comparison of GPS2-regulated liver transcriptomes with both global (Supplementary Fig. 3b) and liver-specific *Pparα* KO mice (Supplementary Fig. 3c). We found that around 20% of the PPARα target genes were regulated by GPS2 in both groups of comparisons, and among these more than 80% were repressed by GPS2 (Supplementary Fig. 3b, c). We additionally compared the PPARα target genes concluded from a previous report^37^. Among 121 target genes, 52 (including *Cyp4a14*, *Pdk4, Fgf21*) were up-regulated in *Gps2* LKO livers, 27 were down-regulated and 42 remained unchanged (Supplementary Fig. 3d, e). 

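Target genes of PPARα rose more often than they fell in LKO livers. Of 46 measured genes of a list of 51 core PPARα targets, 23 rose, 8 fell and 15 did not pass the test (24 and 8 adjusted over the list alone), with a median log2 fold change of 0.19. *Cyp4a14* (Entrez 13119), an omega-hydroxylase of fatty acids, rose from 4.18 ± 0.736 to 120.3 ± 8.82 CPM (SD, n = 4 each; log2 fold change 4.85, SE 0.11, adjusted p = 6.76e-13). It lies on chromosome 4 from 115158805 to 115168747 of mm9. *Pdk4* (Entrez 27273, chromosome 6 from 5433351 to 5446309), a kinase that shuts off pyruvate oxidation, rose from 2.25 ± 0.611 to 5.11 ± 0.329 CPM (log2 fold change 1.17, SE 0.18, adjusted p = 1.46e-04). The PPARα targets that fell include *Retsat*, the peroxisome division gene *Pex11a* (log2 fold change -0.63), the carnitine transporter gene *Slc22a5* (-0.58), the carnitine acyltransferase *Cpt2* (-0.30) and the lipase inhibitor *Angptl4* (-0.36). *Cpt1a*, which admits fatty acids to mitochondria, had 0.01 and did not pass the test.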

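The steps of fatty acid breakdown did not move together. Of 10 acyl-CoA thioesterase genes, which release fatty acids from CoA, 7 rose, 2 fell and 1 did not pass the test (7 and 2 adjusted over the list alone). *Acot3* rose from 2.91 ± 0.737 to 46.1 ± 2.84 CPM (SD, n = 4; log2 fold change 3.98, SE 0.14, adjusted p = 3.52e-11), *Acot2* had a log2 fold change of 1.95 and *Acot11* of -1.94. Of 13 fatty acid hydroxylase genes of the Cyp4 family, 7 rose, 3 fell and 3 did not pass the test (7 and 4 adjusted over the list alone), with *Cyp4a10* at 0.76 and *Cyp4v3* at -1.08. Of 20 genes of peroxisomal fatty acid oxidation, 8 rose, 5 fell and 7 did not pass the test (8 and 5 adjusted over the list alone), with the thiolase *Acaa1b* at 1.09 and *Abcd2*, a peroxisomal importer of fatty acids, at 1.61. Of 21 genes of mitochondrial oxidation, 6 rose, 5 fell and 10 did not pass the test (7 and 5 adjusted over the list alone), with medium-chain dehydrogenase *Acadm* at 0.36 and a median of 0.02. After an adjustment for exon length, 4 of these 21 were higher and 7 lower. Of 6 genes of ketogenesis, 3 rose, 1 fell and 2 did not pass the test (3 and 1 adjusted over the list alone).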

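Of 16 measured genes that the paper names in Fig. 3a–d, 14 rose, 1 fell and 1 did not pass the test (14 and 1 adjusted over the list alone). This is not independent evidence, since the study names them in describing the effect of *Gps2* loss. Besides the genes above, *Vldlr*, the very-low-density lipoprotein receptor, rose from 0.793 ± 0.166 to 10.9 ± 1.18 CPM (SD, n = 4; log2 fold change 3.78), *Lepr*, the leptin receptor, from 4.47 ± 0.595 to 28.1 ± 2.71 CPM (2.65) and *Pltp*, the phospholipid transfer protein, from 40.4 ± 2.73 to 132 ± 6.33 CPM (1.71). *Ppara* fell from 335 ± 14.7 to 256 ± 62.6 CPM (log2 fold change -0.39, SE 0.12, adjusted p = 0.0205 from edgeR). The published list of 121 targets was not used here. The call of *Ppara* ended after adjustment for exon length (log2 fold change -0.09, adjusted p = 0.205) and with summed libraries (adjusted p = 0.453), and it lost its direction in LKO replicate 2 alone (0.06).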

Intriguingly, LXR agonist GW3965 treatment did not induce significant differences between WT and LKO mice (Supplementary Fig. 3f), suggesting GPS2 selectivity towards PPARα.

**Fig. 3:**
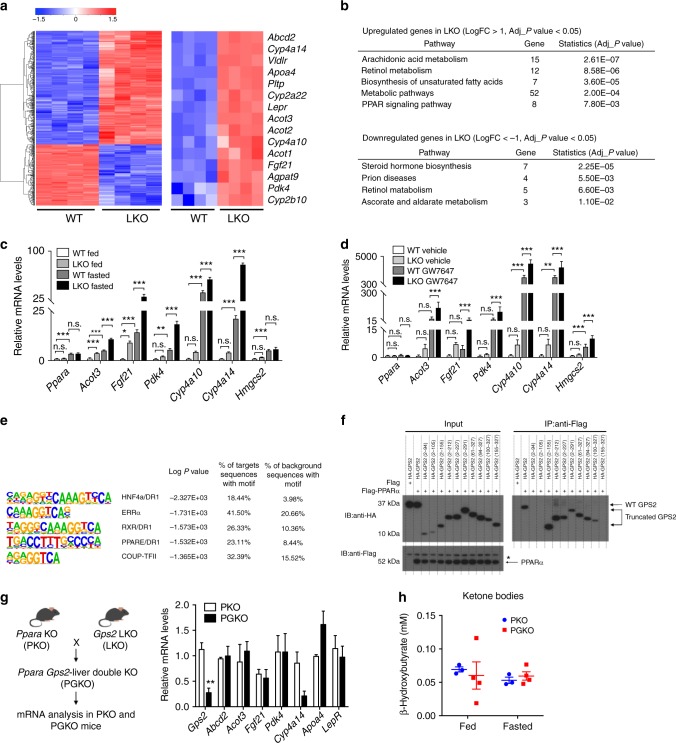
GPS2 depletion causes PPARα activation. **a** Heatmap representing the top 1000 significant (sorted based on adj *P* value) gene expression in CD-fed WT and LKO livers. **b** KEGG pathway analysis of significantly up-regulated and down-regulated genes in LKO mice. **c**, **d** QPCR analysis of mRNA expression in WT and LKO mice upon (**c**) fasting, *n* = 5 in each group; and (**d**) PPARα agonist (GW7647) treatment, *n* = 5 in the vehicle groups, *n* = 7 in the GW7647-treated groups, one-way ANOVA followed by Tukey’s test. **e** Motif analysis of GPS2-occupied regions in mouse liver. **f** Co-immunoprecipitation of GPS2 domains with PPARα in 293 cells (* represents non-specific bands). **g** QPCR analysis of GPS2-regulated genes and (**h**) fed and fasted serum ketone bodies in PPARα KO (PKO) and liver *Gps2*/*Pparα* double KO (PGKO) mice livers, *n* = 3 in PKO and *n* = 4 in PGKO, non-parametric Mann–Whitney test. All data are represented as mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001

We next tested liver gene expression in fasted (Fig. 3c) and GW7647-treated mice (Fig. 3d). The results show that LKO mice had enhanced target gene responses to both treatments (Fig. 3c, d). We then determined the liver GPS2 cistrome using ChIP-seq. 

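GPS2-bound chromatin was precipitated from WT liver cross-linked with disuccinimidyl glutarate (DSG) and formaldehyde, with *Gps2* LKO liver as the control for the antibody. The authors aligned the reads to mm9 and called peaks with HOMER, and the values are their tags per peak. There was 1 library of each genotype, with 30288302 tags together, so no test between the genotypes was made. In WT liver, 48968 peaks were listed and 7.07% of tags fell in GPS2 peaks. LKO liver had 52 peaks and 0.310% of tags in the same regions. At 48811 of the 49018 regions of the joint table (99.6%), the LKO level was below 0.5 times the WT level per total tags, and only 2 of the WT peaks had a peak in LKO liver.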

In agreement with the transcriptome data, TF binding motif analysis revealed PPAR-binding sites among the top GPS2-occupied sites (Fig. 3e). 

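GPS2 peaks held PPAR-binding sequences more often than their surroundings. A DR1 element, the direct repeat of AGGTCA spaced by 1 base that PPARα binds with its partner RXR, lay in the central 201 bases of 10.5% of 48951 GPS2 peaks (95% Wilson interval 10.3 to 10.8%), against 3.15% of equal windows 1000 bases away. Up to 2 mismatches were allowed over the 12 defined bases. Among the 9796 peaks with the most GPS2 tags the share was 14.7% (flanks 3.4%, exact McNemar test, p = 2.69e-177), and among the 9775 with the fewest it was 8.20% (flanks 3.10%, p = 4.9e-55 from the same test). Sites of other liver factors were found in the same peaks. Those of C/EBP, a factor of hepatocyte differentiation, lay in 8.18% of peaks and 2.66% of flanks. Those of HNF4α, which also binds DR1-like repeats, lay in 15.4% and 6.48%. These 2 sequences are shorter and were searched with at most 1 mismatch, so their shares cannot be compared with that of DR1. A shuffled DR1 sequence was found in 1.69% of peaks and 1.60% of flanks (exact McNemar test, p = 0.302). At *Pdk4*, the best DR1 match in the GPS2 peak 10 to 15 kb upstream of the TSS was AGGTGAAAGGTTA, with 2 mismatches, on chromosome 6 from 5459827 to 5459839 of mm9. The best matches in the *Pdk4* peaks 1 to 5 kb upstream (3 mismatches) and within 1 kb of the TSS (4 mismatches) did not meet the limit of 2. The *Cyp4a14* peak on chromosome 4 (TTGGGACAGGTCA, 4 mismatches) did not meet it either.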

Co-immunoprecipitation assays revealed that interaction with PPARα was dependent on the GPS2 region aa 100–155 (Fig. 3f), part of the previously characterized nuclear receptor-binding domain^38^.

To demonstrate the requirement of PPARα for GPS2 repression of lipid metabolic genes, we generated *Gps2* and *Pparα* double KO (PGKO) mice by cross-breeding the two single KO strains (Fig. 3g). PGKO and *Pparα* KO (PKO) mice had similar body weight (Supplementary Fig. 4a), liver weight (Supplementary Fig. 4b), liver cholesterol, and triglyceride levels (Supplementary Fig. 4c, d). Notably, qPCR showed that *Gps2* ablation did not induce the PPARα target genes *Pdk4*, *Cyp4a14, Fgf21* in PGKO livers that lack PPARα (Fig. 3g). Lipid oxidation seen in *Gps2* LKO versus WT mice was not observed in PGKO versus PKO mice, as indicated by unchanged fed and fasted ketone body generation (Fig. 3h), suggesting that GPS2 repression of lipid oxidation was dependent on PPARα. Blood glucose (Supplementary Fig. 4e) and insulin levels (Supplementary Fig. 4f) were also not changed between the two groups. Above all, serum lipoprotein and triglyceride levels remained significantly increased in PKO mice, but were unchanged by *Gps2* depletion (Supplementary Fig. 4g).

Collectively, these data identify PPARα as a major target TF for GPS2 in the liver.

### GPS2 requires PPARα to modulate the hepatic epigenome

To define the GPS2-dependent cistrome and epigenome in mouse liver, we performed ChIP-seq of GPS2 along with H3K27ac and H3K4me3 in WT and LKO mice (Fig. 4a). 

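Histone marks were measured by ChIP-seq in *Gps2* WT and LKO liver, with 2 libraries per genotype and mark and several precipitations pooled in each library. Acetylation of histone H3 lysine 27 (H3K27ac) marks active promoters and enhancers, and trimethylation of lysine 4 (H3K4me3) marks active promoters. H3K27ac libraries held 27195851 tags in WT and 28012286 in LKO on average, and H3K4me3 libraries 16093242 and 18900214. The values are the authors' HOMER tag counts at 85764 regions of mm9, scaled here by each library's total tags and given per 10000000 tags. After edgeR's filter on low counts, 74973 regions were tested for H3K27ac and 39496 for H3K4me3 with edgeR's quasi-likelihood test, at an adjusted p under 0.05. In H3K27ac libraries 72.3 to 77.1% of tags fell in the regions and in H3K4me3 libraries 67.4 to 72.6%. With 2 libraries against 2, the smallest p of an exact permutation test is 0.33, so the tests rest on the model's variance estimate over all regions.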

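GPS2 peaks were spread over promoters, introns and distal sites that carry marks of active chromatin. Of 49018 GPS2 regions in *Gps2* WT liver, 25.1% (95% Wilson interval 24.8 to 25.5%) lay within 1 kb of a TSS and 32.1% within 3 kb. By the authors' annotation, 41.7% were in introns, 32.5% intergenic and 19.5% at promoters. Of the 48968 called GPS2 peaks, 80.6% overlapped an H3K27ac peak (14.0% after shifting the peaks along the chromosome) and 39.8% an H3K4me3 peak (4.54% after shifting). The published H3K4me1 data were not analysed here.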

Alignment of the ChIP-seq peak heatmaps of H3K27ac, H3K4me3, and H3K4me1 (GSE29218)^39^ with GPS2 revealed the presence of GPS2 in both active promoter and enhancer regions (Fig. 4a), which was confirmed by GPS2 peak distribution analysis (Supplementary Fig. 4h). 

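Gains of both histone marks were found at genes whose RNA rose. At *Tmeff2*, H3K27ac at a region in an exon (chromosome 1 from 50983114 to 50986651) rose from 9.95 ± 2.77 to 119.9 ± 12.0 tags (SD, n = 2; log2 fold change 3.57, SE 0.23, adjusted p = 1.74e-04) and H3K4me3 from 90.9 ± 6.85 to 468 ± 38.0 (log2 fold change 2.36, SE 0.12, adjusted p = 1.34e-08). H3K4me3 also rose next to *Igfbp1*, an insulin-regulated binding protein (log2 fold change 1.16), and in *Cyp2c29*, a drug-metabolizing P450 (1.17). Both marks fell next to *Rassf3*, a RAS-association domain gene, by 2.43 for H3K27ac and by 2.34 for H3K4me3 on the log2 scale at the same region (chromosome 10 from 120945664 to 120954050). H3K4me3 at the promoter of *Selenbp2* fell from 474 ± 90.2 to 147 ± 59.0 tags (log2 fold change -1.69, SE 0.18, adjusted p = 7.99e-05; 0.0550 without a filter on low counts). In all, 785 regions rose and 143 fell for H3K27ac, and 214 rose and 35 fell for H3K4me3. Leaving out 1 H3K27ac library gave 120 and 25 (without WT replicate 1), 151 and 60 (WT replicate 2), 2537 and 1375 (LKO replicate 1) or 2150 and 298 (LKO replicate 2), and TMM scaling 491 and 155. For H3K4me3 the same steps gave 1107 and 69, 447 and 330, 157 and 62 or 229 and 24, and testing all regions without a filter gave 30 and 2.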

Comparison of the GPS2-dependent transcriptome and epigenome revealed that transcriptional and epigenetic activation at GPS2-sensitive gene loci were highly coordinated (Supplementary Fig. 4i–n). Both H3K27ac and H3K4me3 levels are higher in LKO up-regulated (GPS2-repressed) genes compared to unchanged (GPS2-resistant) genes. Likewise, downregulated gene loci had lower H3K27ac and H3K4me3 levels (Supplementary Fig. 4i, j). 

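At some named genes with higher RNA, both marks were higher in LKO livers. Values are for the region with most tags of each mark within 5 kb of the TSS. At *Fgf21*, a liver hormone of fasting, the log2 fold change was 0.95 for H3K27ac and 1.56 for H3K4me3. At *Acot3* the values were 1.39 and 0.98, at *Vldlr* 1.22 and 0.80 and at *Cyp2c40* 2.28 and 2.94. Other genes with higher RNA had little or no gain of H3K27ac. The values were -0.01 and 0.16 at *Angptl8*, -0.09 and 0.90 at *Fads1* and 0.03 and 0.54 at *Cux2*. Over all genes higher in LKO, the median H3K27ac change within 5 kb of the TSS was 0.08 (n = 2528), against 0.01 at unchanged genes (n = 5854). The difference of 0.08 had p = 1e-05, the smallest that 100000 permutations can give (adjusted p = 1.54e-05 over 20 comparisons, two-sided). For H3K4me3 the medians were 0.10 (n = 2483) and 0.04 (n = 5728), a difference of 0.07 with the same p. Among genes whose RNA rose beyond a log2 fold change of 1, the differences were 0.27 for H3K27ac (n = 346) and 0.20 for H3K4me3 (n = 336). Genes are not independent replicates, and each mark was measured in 2 libraries per genotype.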

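Genes with lower RNA had slightly less of both marks than unchanged genes. At *Moxd1* the region with most tags within 5 kb of the TSS had a log2 fold change of -2.99 for H3K27ac and -1.64 for H3K4me3. At *Hsd3b5* the values were -1.01 and -1.25, at *Cyp7b1* -0.87 and -0.60 and at *Mup21* -0.96 and -1.16. *Elovl3* RNA fell while its marks had 0.22 and 0.49. Over all genes lower in LKO, the median was -0.02 for H3K27ac (n = 2398), a difference of -0.02 from unchanged genes (permutation test, p = 1e-05, adjusted p = 1.54e-05). Without H3K27ac WT replicate 1 this difference was -0.01. For H3K4me3 the median was -0.000489 (n = 2354) and the difference -0.04 (same p). Genes whose RNA fell beyond -1 differed by -0.12 for H3K27ac (n = 146) and by -0.13 for H3K4me3 (n = 133).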

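Both marks rose at *Cyp4a14*. Its region within 3 kb of the TSS (chromosome 4 from 115157558 to 115172069) rose from 98.6 ± 38.2 to 272 ± 99.7 H3K27ac tags (SD, n = 2; log2 fold change 1.46, SE 0.26, adjusted p = 0.0310) and from 44.6 ± 15.2 to 183 ± 81.6 H3K4me3 tags (log2 fold change 2.04, SE 0.28, adjusted p = 9.98e-04). At the *Pdk4* promoter (chromosome 6 from 5443580 to 5450785), H3K27ac was 201 ± 7.92 tags in WT and 268 ± 17.8 in LKO (log2 fold change 0.41, SE 0.10, adjusted p = 0.0956) and H3K4me3 268 and 300.2 (log2 fold change 0.16, SE 0.10, adjusted p = 0.836). The *Pdk4* region 10 to 15 kb upstream (chromosome 6 from 5456618 to 5462546) had an H3K27ac log2 fold change of 0.55 (SE 0.15, adjusted p = 0.129). Every LKO library was above both WT libraries for H3K27ac at these 3 regions. Across the 4926 genes changed in RNA that have a region, the rank correlation of RNA and H3K27ac changes was 0.405 (Pearson 0.551), and across 4837 genes for H3K4me3 it was 0.532 (Pearson 0.542). Each had a permutation p = 1e-05 (adjusted p = 1.54e-05), across genes, which are not independent replicates. The H3K27ac call at *Cyp4a14* ended under TMM scaling (adjusted p = 0.0636), in DESeq2 (0.189) and without WT replicate 1 (0.165), and its H3K4me3 call when no region was filtered out (0.121). Without LKO replicate 1, H3K27ac at *Pdk4* passed the test at the promoter (0.48, adjusted p = 0.0143) and 10 to 15 kb upstream (0.63, adjusted p = 0.0165). From these correlations and loci, the paper reasons that GPS2 acts directly on those promoters and enhancers.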

Correlation analysis of GPS2-sensitive genes showed significant correlation with both H3K27ac and H3K4me3 levels (Supplementary Fig. 4k, l), marking direct GPS2-mediated gene regulation via those promoters and enhancers (Supplementary Fig. 4m, n), as represented for repression in the *Pdk4* and *Cyp4a14* loci (Fig. 4b, c).

**Fig. 4:**
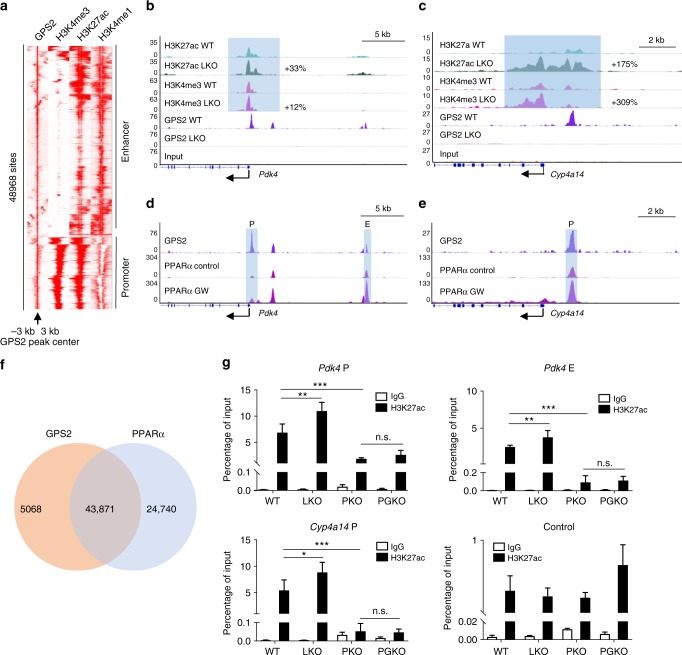
GPS2 represses PPARα-regulated promoters and enhancers. **a** GPS2, H3K4me3, H3K27ac, and H3K4me1 ChIP-seq peaks are aligned to the GPS2 peak center in a window of ±3 kb. **b**, **c** ChIP-seq tracks of GPS2, H3K27ac, and H3K4me3 peaks at (**b**) *Pdk4* and (**c**) *Cyp4a14* loci, percentage of increase (LKO versus WT) represents logFC of each peak and is calculated from biological duplicates. **d**, **e** ChIP-seq tracks of GPS2, PPARα (vehicle and GW7647 treated, GSE61817) peaks at (**d**) *Pdk4* and (**e**) *Cyp4a14* loci. **f** Venn diagram representing the overlapped GPS2 and PPARα peaks detected at least twice in mouse liver. **g** Further ChIP qPCR validation of H3K27ac at *Pdk4* promoter (upper left), *Pdk4* enhancer (upper right), *Cyp4a14* promoter (lower left) and control (lower right) locus in WT, LKO, PKO, and PGKO livers, *n* = 5 in WT and LKO groups, *n* = 4 in PKO group and *n* = 3 in PGKO group, one-way ANOVA followed by Tukey’s test. All data are represented as mean ± s.e.m.*P < 0.05, **P < 0.01, ***P < 0.001

We further compared the ChIP-seq profiles of GPS2 and PPARα in mouse livers. GPS2 and PPARα were co-localized in the *Pdk4* and *Cyp4a14* loci (Fig. 4d, e, GSE61817)^40^. Globally, around 85% of the GPS2 peaks were overlapped with PPARα-binding sites (Fig. 4f). Moreover, GPS2 ablation increased H3K27ac in *Pdk4* and *Cyp4a14* promoter/enhancer loci, which was not observed in PGKO versus PKO mice (Fig. 4g), suggesting that PPARα is required for GPS2-mediated epigenomic repression at those gene loci.

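GPS2 and PPARα shared most GPS2 sites. Of 43225 GPS2 peaks found in at least 2 of 7 livers, 91.6% overlapped 1 of the 68504 PPARα peaks found in at least 2 of 8 livers (95% Wilson interval 91.4 to 91.9%), against 3.31% after shifting the peaks along the chromosome. In the other direction, 59.0% of PPARα peaks overlapped a GPS2 peak. NCOR peaks overlapped 91.8% of the same GPS2 peaks. The shifted peaks do not show how often other proteins bound at active chromatin would overlap. PPARα peaks numbered 8975 and 11274 in the WT livers of the *Pparα* line, the only line with a *Pparα* KO control for the antibody. In the other WT livers they numbered 40057 to 61867, and the antibody was not checked at the peaks found only there. When the GPS2 peaks of the single *Gps2* WT library were used, 85.6% of 48968 overlapped a PPARα peak. The published PPARα dataset named by the paper was not analysed here. From H3K27ac in the combined knockout, the paper proposes that PPARα is required for repression by GPS2 at the *Pdk4* and *Cyp4a14* loci.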

### GPS2 cooperates with NCOR in hepatocytes

The apparent PPARα-selectivity of GPS2 repression was surprising as it was not seen in the comparable liver KO models for other complex subunits. Thus, we next investigated whether GPS2 functions within the corepressor complex to modulate liver gene expression. We first compared the chromatin recruitment of NCOR and SMRT with GPS2 in mouse livers. Cistrome analysis revealed that all three subunits shared more than 50% of all binding sites in the liver genome (Supplementary Fig. 5a, b, GSE26345 and GSE51045)^29,41^. *Gps2* LKO livers shared overlapping transcriptome signatures with both *Ncor* and *Smrt* LKO livers^26,41^ (Supplementary Fig. 5c, d). However, KEGG pathway analysis of the genes co-repressed by GPS2 and NCOR revealed PPAR signaling in the top list, along with liver metabolic pathways (Supplementary Fig. 5e), which was not observed for the genes co-repressed by GPS2 and SMRT (Supplementary Fig. 5f). At the epigenome level, H3K27ac levels were similarly increased in *Gps2* LKO and in *Ncor* LKO livers, but not in *Smrt* LKO livers, at the *Pdk4* and *Cyp4a14* loci (Fig. 5a, b). 

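H3K27ac ChIP-seq of *Ncor* and *Smrt* LKO livers and their own WT livers was made in 3 libraries per group. *Ncor* libraries held 41392814 tags in WT and 43771193 in LKO on average, and *Smrt* libraries 36675374 and 36418979. Tag counts at 68818 regions of a joint table were scaled by library totals to 10000000 tags, and 67719 regions (*Ncor*) and 65650 (*Smrt*) were tested with edgeR's quasi-likelihood test. Each knockout was compared with WT livers of its own line, and 3 libraries against 3 allow no exact permutation p below 0.1.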

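Loss of NCOR raised H3K27ac at both loci. At the *Pdk4* promoter (chromosome 6 from 5443797 to 5449023) it rose from 199.7 ± 30.0 to 314 ± 19.0 tags (SD, n = 3; log2 fold change 0.65, SE 0.13, adjusted p = 0.0233), and at *Cyp4a14* (chromosome 4 from 115164824 to 115173024) from 181 ± 69.1 to 418 ± 55.8 tags (log2 fold change 1.21, SE 0.24, adjusted p = 0.0266). Loss of SMRT gave 341 and 368 tags at *Pdk4* (log2 fold change 0.11, SE 0.13, adjusted p = 0.903) and 514 and 571 tags at *Cyp4a14* (0.15, SE 0.13, adjusted p = 0.866). The *Pdk4* region 10 to 15 kb upstream did not pass the test in either line (log2 fold change 0.49 and 0.45). WT livers of the *Smrt* line had more H3K27ac than those of the *Ncor* line at *Cyp4a14* (log2 difference 1.5) and *Pdk4* (0.77). The difference between the knockout effects, tested as an interaction, was 1.05 at *Cyp4a14* (adjusted p = 0.175 from edgeR) and 0.54 at *Pdk4* (adjusted p = 0.270). Leaving out 1 *Ncor* library ended the *Pdk4* call with 0.67 (adjusted p = 0.0810) without WT replicate 1, 0.75 (adjusted p = 0.0545) without WT replicate 2 and 0.54 (adjusted p = 0.0911) without WT replicate 3, and the *Cyp4a14* call with 1.26 (adjusted p = 0.0993) without WT replicate 2 and 1.15 (adjusted p = 0.0612) without LKO replicate 1. In the *Smrt* line, leaving out 1 library moved the *Pdk4* value to 0.22 without WT replicate 2, 0.00 without WT replicate 3, 0.20 without LKO replicate 1 and 0.04 without LKO replicate 3, and the *Cyp4a14* value to 0.25 without WT replicate 2, 0.09 without WT replicate 3, 0.28 without LKO replicate 1, 0.09 without LKO replicate 2 and 0.09 without LKO replicate 3.

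**Figure D3:**
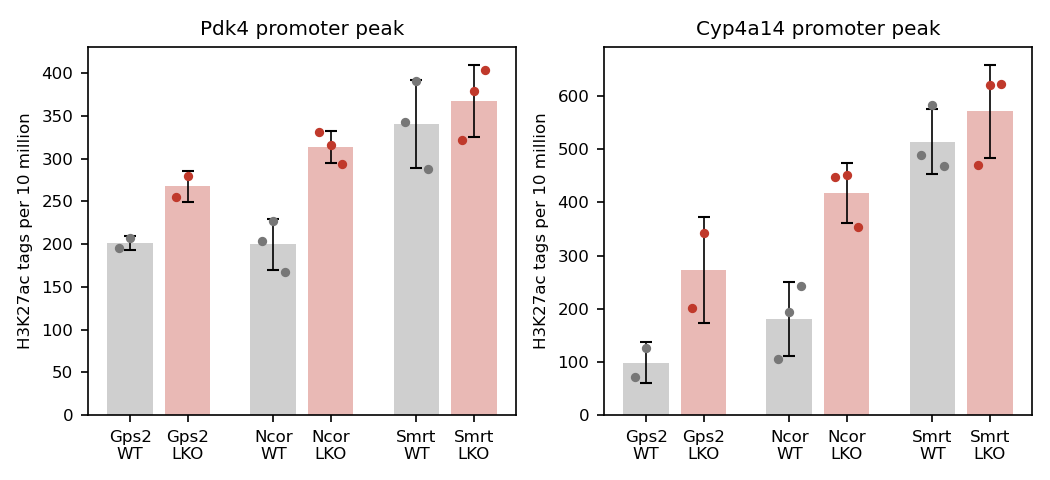
H3K27ac tags (y axis) at the *Pdk4* and *Cyp4a14* promoter regions in WT and LKO livers of the *Gps2*, *Ncor* and *Smrt* lines (x axis); bars are means, error bars SD and points libraries. The *Smrt* WT and LKO points overlap at both loci, and the *Smrt* WT bars stand above the *Ncor* WT bars.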

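Over all regions, 1609 rose and 557 fell in *Ncor* LKO livers. They include a region next to *Ackr3*, a chemokine scavenging receptor (from 84.8 ± 10.4 to 299.6 ± 56.2 tags, SD, n = 3; log2 fold change 1.82, SE 0.15, adjusted p = 0.00154), a region in *Ginm1*, a membrane protein gene (log2 fold change 1.77), and a region next to *Ccny*, a cyclin gene, which fell (-2.25). In *Smrt* LKO livers no region passed edgeR's test in either direction, with 3880 regions at an unadjusted p under 0.05, while DESeq2 called 47 higher and 21 lower. The *Ncor* counts were 699 and 264 without WT replicate 1, 297 and 102 without WT replicate 2, 455 and 165 without WT replicate 3, and 945 and 292 without LKO replicate 3, and DESeq2 gave 2457 and 934. The interaction called 294 regions, 227 with a larger change in *Ncor* LKO and 67 with a smaller one, and 59 to 372 regions with 1 library left out. The paper proposes that GPS2 cooperates with NCOR at these genes. Besides H3K27ac, it draws on RNA of the knockouts, GPS2 recruitment in *Ncor* and *Smrt* LKO livers and co-immunoprecipitation.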

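ChIP-seq of GPS2, NCOR and PPARα was made in livers of *Pparα* KO, *Ncor* LKO and *Gps2* LKO mice and the WT mice of each line, cross-linked with DSG and formaldehyde, in 3 libraries per group (2 for PPARα in *Pparα* KO and its WT). Tag counts of the authors' peak tables were scaled to 10000000 total tags per library and compared with edgeR's quasi-likelihood test. This keeps a change of binding at most peaks visible, but also keeps differences in ChIP yield between libraries. TMM scaling on the tags in peaks removes both. In the *Pparα* line, GPS2 libraries held 14264462 tags in WT and 13605569 in KO on average, and NCOR libraries 11933339 and 13713272. Of tags, 2.42 to 4.39% fell in GPS2 peaks in WT and 1.07 to 2.06% in KO livers. For NCOR the ranges were 23.6 to 27.5% and 17.2 to 23.5%. As a control for the antibody, PPARα tags fell at 7351 and rose at 6 of 7523 tested peaks in *Pparα* KO livers (median log2 fold change -2.68; 108 fell and 202 rose with TMM scaling).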

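NCOR fell upstream of *Pdk4* and at *Cyp4a14* in *Pparα* KO livers. At the *Pdk4* peak 1 to 5 kb upstream (chromosome 6 from 5448881 to 5449052) NCOR fell from 91.6 ± 5.95 to 31.7 ± 12.5 tags (SD, n = 3; log2 fold change -1.54, SE 0.24, adjusted p = 8.38e-06), and 10 to 15 kb upstream (chromosome 6 from 5459823 to 5459963) from 38.7 ± 6.57 to 7.03 ± 0.695 (log2 fold change -2.44, SE 0.38, adjusted p = 1.53e-06). At *Cyp4a14* (chromosome 4 from 115170145 to 115170417) it fell from 104 ± 5.98 to 51.8 ± 25.8 (log2 fold change -1.01, SE 0.23, adjusted p = 0.00368). At the *Pdk4* promoter NCOR gave 108 and 95.7 tags (log2 fold change -0.17, adjusted p = 0.675), with -0.29 without KO replicate 1, -0.28 without KO replicate 2 and 0.04 without KO replicate 3. GPS2 fell at the *Pdk4* peak 10 to 15 kb upstream, from 13.5 ± 3.76 to 2.95 ± 0.811 tags (log2 fold change -2.16, SE 0.65, adjusted p = 0.0443). Its values were -1.89 at 1 to 5 kb (adjusted p = 0.0699), -1.42 at the promoter (0.116) and -1.09 at *Cyp4a14* (0.172). With TMM scaling these 3 values were -0.92, -0.51 and -0.21, without WT replicate 3 the first was -1.16 and without KO replicate 3 the last was -0.68. The GPS2 call ended without a low-count filter (adjusted p = 0.0964), with TMM scaling (-1.26, 0.291) and on leaving out any 1 library, with -2.21 (adjusted p = 0.141) without WT replicate 1, -2.32 (adjusted p = 0.0619) without WT replicate 2, -1.93 (adjusted p = 0.309) without WT replicate 3, -2.15 (adjusted p = 0.130) without KO replicate 1, -2.37 (adjusted p = 0.255) without KO replicate 2 and -1.98 (adjusted p = 0.238) without KO replicate 3. The NCOR call at *Cyp4a14* ended with TMM scaling (adjusted p = 0.0534), in DESeq2 (0.436) and without KO replicate 3 (-0.64, 0.0600). SMRT ChIP-seq was not analysed here.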

Intriguingly, binding of GPS2 and NCOR was reduced in *Pparα* KO livers at the *Pdk4* and *Cyp4a14* loci (Fig. 5c, d, Supplementary Fig. 5g) while SMRT binding was not affected (Supplementary Fig. 5h). In addition, GPS2 recruitment to these loci relied on NCOR but not on SMRT and was abolished in *Ncor* LKO livers (Fig. 5c, d, Supplementary Fig. 5g, i). 

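GPS2 was lower at *Cyp4a14* without NCOR. The peak (chromosome 4 from 115170177 to 115170419) fell from 28.6 ± 15.8 to 5.91 ± 2.17 tags (SD, n = 3; log2 fold change -2.25, SE 0.66, adjusted p = 0.0496). At *Pdk4*, GPS2 gave 62.7 ± 34.8 tags in WT and 25.0 ± 2.83 in LKO at the promoter (log2 fold change -1.32, SE 0.58, adjusted p = 0.0728). At 1 to 5 kb upstream the log2 fold change was -1.39 (adjusted p = 0.0731) and at 10 to 15 kb -1.23 (0.106). GPS2 libraries held 16260515 tags in WT and 18825724 in LKO on average. WT replicate 3 stood apart from the other WT libraries, with 3.07% of its tags in peaks against 8.23 and 7.82%, and the LKO libraries had 2.85, 3.15 and 2.45%. Without it, all 3 *Pdk4* peaks fell (-1.69, -1.81 and -1.64, adjusted p = 3.51e-07, 4.36e-07 and 6.78e-05), and without WT replicate 2 the value at 10 to 15 kb was -0.67. DESeq2 called the 2 *Pdk4* peaks nearest the TSS lower (adjusted p = 0.0369 and 0.0370). With TMM scaling the *Pdk4* values were -0.02, -0.11 and 0.04. The *Cyp4a14* call ended with TMM scaling (-0.95, adjusted p = 0.0860), without a low-count filter (0.0761), and with -1.81 (adjusted p = 0.28) without WT replicate 1, -2.19 (adjusted p = 0.231) without WT replicate 2, -2.31 (adjusted p = 0.253) without LKO replicate 1, -2.0 (adjusted p = 0.175) without LKO replicate 2 and -2.49 (adjusted p = 0.299) without LKO replicate 3. From these loci, the paper states that GPS2 recruitment relied on NCOR.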

The recruitment changes were not limited to above genes since global analysis of GPS2 ChIP-seq revealed reduced average binding in GPS2/NCOR or GPS2/PPARα co-localized loci in *Ncor* LKO or *Pparα* KO versus WT livers, respectively (Fig. 5e). 

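GPS2 signal was lower across its peaks in both knockouts, also where the partner protein was not found. In *Ncor* LKO livers the median log2 fold change was -1.27 at 22289 tested GPS2 peaks shared with NCOR and -0.83 at 2593 without an NCOR peak. In *Pparα* KO livers it was -0.91 at 12456 peaks shared with PPARα and -0.58 at 735 without. By library, the median GPS2 level in log2 tags was 3.89 ± 0.73 in *Ncor* WT and 2.80 ± 0.21 in LKO (SD, n = 3), and 3.80 ± 0.43 in *Pparα* WT and 2.88 ± 0.57 in KO. Every knockout library lay below every WT library in both lines (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). With TMM scaling the medians over all tested peaks were 0.00 in *Ncor* LKO and 0.02 in *Pparα* KO. With 1 library left out they ran from -1.61 (without WT replicate 3) to -0.97 (without WT replicate 1) around -1.23 in *Ncor* LKO, and from -1.14 (without KO replicate 1) to -0.58 (without WT replicate 3) around -0.90 in *Pparα* KO.

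**Figure D4:**
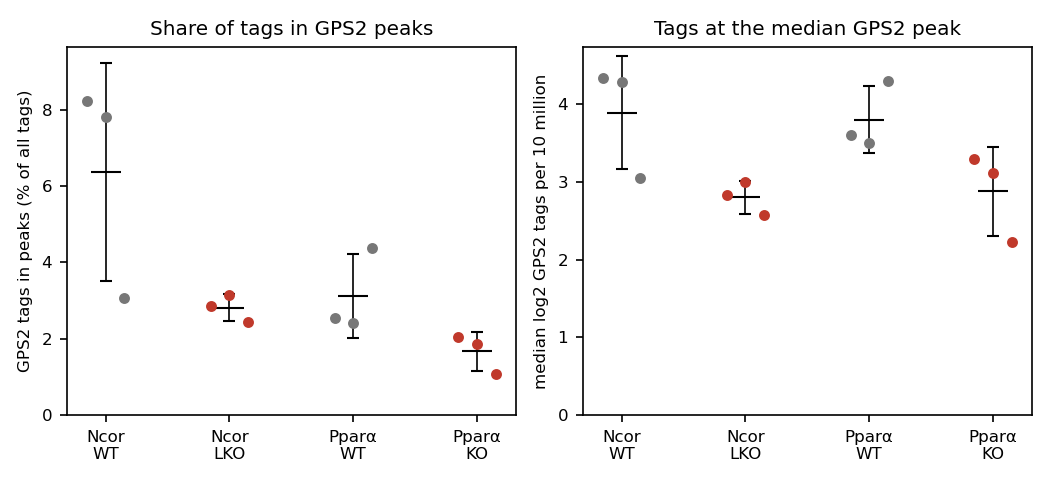
Percent of tags in GPS2 peaks (left, y axis) and median log2 GPS2 tags over peaks (right, y axis) for each library (points) of *Ncor* WT and LKO and *Pparα* WT and KO livers (x axis), with mean and SD. *Ncor* WT replicate 3 lies near the LKO libraries, at 3.07%.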

Consistently, there were far more GPS2 peaks that were reduced comparing with the increased ones in *Ncor* LKO (Fig. 5f) or *Pparα* KO (Fig. 5g) versus WT livers. 

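Far more GPS2 peaks fell than rose. In *Ncor* LKO livers 1698 fell and 2 rose of 24882 tested, and in *Pparα* KO livers 150 fell and 1 rose of 13191. The strongest loss in *Pparα* KO was in an intron of *Palb2*, a DNA repair gene (chromosome 7 from 129262398 to 129262745), from 33.5 ± 15.1 to 0.969 ± 1.11 tags (SD, n = 3; log2 fold change -4.97, SE 0.93, adjusted p = 1.08e-06). In *Ncor* LKO a peak next to *Mroh2b*, a HEAT-repeat protein gene, fell from 49.4 ± 21.2 to 3.92 ± 0.878 tags (log2 fold change -3.63, SE 0.68, adjusted p = 0.00321). The 2 peaks that rose lie in *Lrp5*, a Wnt coreceptor (from 1.46 ± 0.340 to 7.85 ± 0.980 tags), and *Usp7*, a deubiquitinase (from 2.21 ± 2.00 to 11.8 ± 1.10 tags). Without a test, 32276 of 56278 peaks lay under a log2 fold change of -1 and 1447 over 1 in *Ncor* LKO, and 12325 of 27842 under -1 and 113 over 1 in *Pparα* KO. With TMM scaling these counts were 2323 and 6661 in *Ncor* LKO and 1072 and 1104 in *Pparα* KO, and with 1 library left out 23046 to 40591 lay under -1 and 1321 to 2478 over 1 in *Ncor* LKO, and 5993 (without WT replicate 3) to 16237 under -1 and 82 to 260 over 1 in *Pparα* KO. In the test with TMM scaling, 201 peaks fell and 617 rose in *Ncor* LKO, and 21 fell and 9 rose in *Pparα* KO. DESeq2 called 9847 lower and 5 higher in *Ncor* LKO and 72 lower in *Pparα* KO, and edgeR without a low-count filter 19 and 76 lower. In *Ncor* LKO, 30729 peaks fell without WT replicate 3, 1 without WT replicate 1, and none without WT replicate 2 or LKO replicate 1, 2 or 3, where 5706, 6920, 10435 and 5667 peaks had an unadjusted p under 0.05; the *Mroh2b*, *Lrp5* and *Usp7* calls ended in these 5 cases. In *Pparα* KO, 32 fell without WT replicate 1, 16 without WT replicate 3, and 9, 3 and 37 without KO replicate 1, 2 and 3.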

Similar analysis of PPARα peaks in *Gps2* and *Ncor* LKO versus WT liver showed increased average PPARα recruitment (Supplementary Fig. 5j). 

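PPARα signal was higher across its peaks in *Gps2* LKO livers. The median log2 fold change over 64754 tested peaks was 0.60, with 0.57 at 38149 peaks shared with GPS2 and 0.66 at 26605 without a GPS2 peak. By library, the median PPARα level in log2 tags was 4.26 ± 0.08 in WT and 4.90 ± 0.03 in LKO (SD, n = 3), with every LKO library above every WT library (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). In the *Gps2* line 19.2 to 21.9% of tags fell in PPARα peaks in WT and 28.9 to 32.1% in LKO libraries, and the groups held 9100154 and 12104322 tags per library. In *Ncor* LKO livers the median over 67136 peaks was 0.11, and the libraries gave 3.84 ± 0.61 in WT and 4.01 ± 0.30 in LKO (exact permutation test, two-sided, p = 0.8). *Ncor* WT replicate 3 had 8.96% of its tags in peaks, against 19.3 and 18.6% in the other WT libraries. The *Ncor* median was -0.17 without that library and -0.07 without LKO replicate 3, and 0.29 without WT replicate 1, 0.27 without WT replicate 2, 0.19 without LKO replicate 1 and 0.18 without LKO replicate 2. With TMM scaling the medians were -9.3e-05 in *Gps2* LKO and -0.01 in *Ncor* LKO.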

The MA plot also revealed more enhanced PPARα binding in both *Ncor* and *Gps2* LKO livers (Supplementary Fig. 5k, l). In addition, PPARα recruitment was slightly increased at NCOR-repressed gene loci (i.e. upregulated in *Ncor* LKO versus WT mice), including the *Pdk4* and *Cyp4a14* loci (Fig. 5c, d, Supplementary Fig. 6a), but showed significant increase at GPS2-repressed gene loci (Fig. 5c, d, Supplementary Fig. 6b). In contrast, NCOR, SMRT, and HDAC3 recruitment was only modestly changed in *Gps2* LKO livers (Fig. 5c, d, Supplementary Fig. 6c).

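In *Gps2* LKO livers 34811 PPARα peaks rose and 216 fell. The strongest rises were in *Cux2* (chromosome 5 from 122449045 to 122449237), from 10.6 ± 2.47 to 150 ± 17.8 tags (SD, n = 3; log2 fold change 3.79, SE 0.29, adjusted p = 4.03e-26), and in *Tmeff2*, from 2.17 ± 0.916 to 57.9 ± 7.78 tags (log2 fold change 4.63, SE 0.59, adjusted p = 1.42e-17). A peak in *Zfp36l2*, an mRNA-decay factor, fell from 20.7 ± 1.87 to 2.19 ± 1.21 tags (log2 fold change -3.02, SE 0.53, adjusted p = 8.03e-08). In *Ncor* LKO livers 65 peaks rose and 10 fell. The rises include a peak next to *Cyp4a10* (chromosome 4 from 115207521 to 115207705), from 1.97 ± 1.53 to 27.5 ± 12.2 tags (log2 fold change 3.75, SE 0.65, adjusted p = 2.79e-05), and one next to *Pnpla5*, a lipase gene (4.49). Beyond a log2 fold change of 1 without a test, 23262 of 102519 peaks were higher and 946 lower in *Gps2* LKO, and 5551 of 86168 higher and 2708 lower in *Ncor* LKO. With TMM scaling these counts were 5838 and 3881 in *Gps2* LKO and 4126 and 3587 in *Ncor* LKO. With 1 library left out they were 22487 to 30005 and 817 to 1490 in *Gps2* LKO, while in *Ncor* LKO more peaks were lower than higher without WT replicate 3 (3379 higher and 5409 lower) and without LKO replicate 3 (3369 and 4752). In the test with TMM scaling 1940 rose and 2014 fell in *Gps2* LKO and 847 rose and 304 fell in *Ncor* LKO. DESeq2 gave 18526 and 54, and 25 and 4. In *Ncor* LKO, the counts were 198 and 372 without WT replicate 3, 5 and 2 without WT replicate 2, and 3 and 3 without LKO replicate 3.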

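PPARα rose at *Cyp4a14* and at 2 of 3 *Pdk4* peaks in *Gps2* LKO livers. At *Cyp4a14* (chromosome 4 from 115170207 to 115170388) it rose from 103 ± 8.26 to 148 ± 11.7 tags (SD, n = 3; log2 fold change 0.52, SE 0.16, adjusted p = 0.00425). At *Pdk4* it rose from 150.3 ± 4.59 to 212 ± 32.6 tags 1 to 5 kb upstream (log2 fold change 0.48, SE 0.15, adjusted p = 0.00721) and from 134 ± 12.9 to 180.2 ± 44.4 at the promoter (log2 fold change 0.40, SE 0.16, adjusted p = 0.0295), and 10 to 15 kb upstream the log2 fold change was 0.10 (adjusted p = 0.596). In *Ncor* LKO livers the same 4 peaks had 0.21, 0.41, 0.23 and 0.38 (adjusted p = 1.000 each), and without WT replicate 3 of that line -0.00, 0.16, -0.06 and 0.06. Over genes higher in *Gps2* LKO RNA, the median PPARα change at peaks within 25 kb of the TSS was 0.50 (n = 2151), against 0.48 at unchanged genes (n = 5187). The difference of 0.02 had p = 0.117 (permutation test, two-sided, adjusted p = 0.130). At genes lower in *Gps2* LKO RNA the median was 0.45 (n = 2354), a difference of -0.03 from unchanged genes (p = 0.00279, adjusted p = 0.00372). For the genes that rose the difference was 0.17 (p = 1e-04) for genes beyond a log2 fold change of 1 (n = 274) and 0.05 (p = 1e-04) with peaks within 50 kb. Without WT replicate 3, WT replicate 1, LKO replicate 1 and LKO replicate 3 the difference for all genes that rose had permutation p = 0.0224, 0.0226, 0.0344 and 0.0041. With TMM scaling the *Pdk4* and *Cyp4a14* values turned negative (-0.09 at *Cyp4a14*; -0.13, -0.23 and -0.52 at *Pdk4*). At 10 to 15 kb of *Pdk4* the value moved to 0.18 without WT replicate 2, 0.03 without WT replicate 3, 0.02 without LKO replicate 1, 0.05 without LKO replicate 2 and 0.22 without LKO replicate 3. The *Pdk4* promoter call ended in DESeq2 (adjusted p = 0.0683) and with 0.42 (adjusted p = 0.0717) without WT replicate 1, 0.33 (adjusted p = 0.165) without WT replicate 3, 0.20 (adjusted p = 0.214) without LKO replicate 1 and 0.42 (adjusted p = 0.0611) without LKO replicate 2. The RNA of *Ncor* LKO livers was not analysed here.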

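Few NCOR peaks were called changed without GPS2. On counts simulated from these libraries, the test called none of the 2-fold changes and 54.5% of the 4-fold changes. Simulated peaks varied independently, without a yield shared by all peaks of a library, so the real shares may differ. At *Pdk4* NCOR had a log2 fold change of -0.21 at the promoter (SE 0.44), 0.30 1 to 5 kb upstream (SE 0.45) and 0.27 10 to 15 kb upstream (SE 0.48), and at *Cyp4a14* (chromosome 4 from 115169938 to 115170433) 0.04 (SE 0.44), each with adjusted p = 1.000 from edgeR (n = 3). At the *Pdk4* promoter the value moved to -0.14 without WT replicate 1, -0.01 without WT replicate 2, -0.46 without WT replicate 3, -0.44 without LKO replicate 2 and 0.03 without LKO replicate 3. At 1 to 5 kb it moved to 0.46 without WT replicate 2, 0.12 without WT replicate 3, 0.19 without LKO replicate 1, 0.00 without LKO replicate 2 and 0.64 without LKO replicate 3, at 10 to 15 kb to 0.69 without WT replicate 1, 0.03 without WT replicate 3, -0.06 without LKO replicate 2 and 0.54 without LKO replicate 3, and at *Cyp4a14* to 0.44 without WT replicate 1, -0.01 without WT replicate 2, -0.22 without WT replicate 3, 0.11 without LKO replicate 1, -0.43 without LKO replicate 2 and 0.33 without LKO replicate 3. Of 55844 tested peaks, 6 rose and 2 fell. NCOR rose at peaks in *Cux2* (from 2.47 ± 1.48 to 36.6 ± 16.3 tags, SD; log2 fold change 3.81, SE 0.60, adjusted p = 2.03e-06) and *Cyp2a4* (log2 fold change 3.08), and fell at peaks in *Gse1*, a chromatin cofactor gene (-2.61), and next to *Mroh2b* (-2.33). The median change was -0.04, with -0.05 at peaks shared with GPS2 and -0.01 elsewhere. NCOR libraries held 19213105 tags in WT and 19732091 in LKO on average, of which 7.33 to 14.7% fell in peaks. With TMM scaling 115 peaks rose and 71 fell, in DESeq2 2 rose and 5 fell, and without LKO replicate 3 the counts were 42 and 28. Without WT replicate 2 no peak passed the test in edgeR, with 868 peaks at an unadjusted p under 0.05. The *Cyp2a4* call also ended in DESeq2 and without LKO replicate 2, and the *Gse1* and *Mroh2b* calls without WT replicate 1, LKO replicate 1 or LKO replicate 2. The counts were 4 and 0 without WT replicate 1, 6 and 8 without WT replicate 3, 8 and 0 without LKO replicate 1 and 2 and 0 without LKO replicate 2. SMRT and HDAC3 ChIP-seq was not analysed here.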

**Fig. 5:**
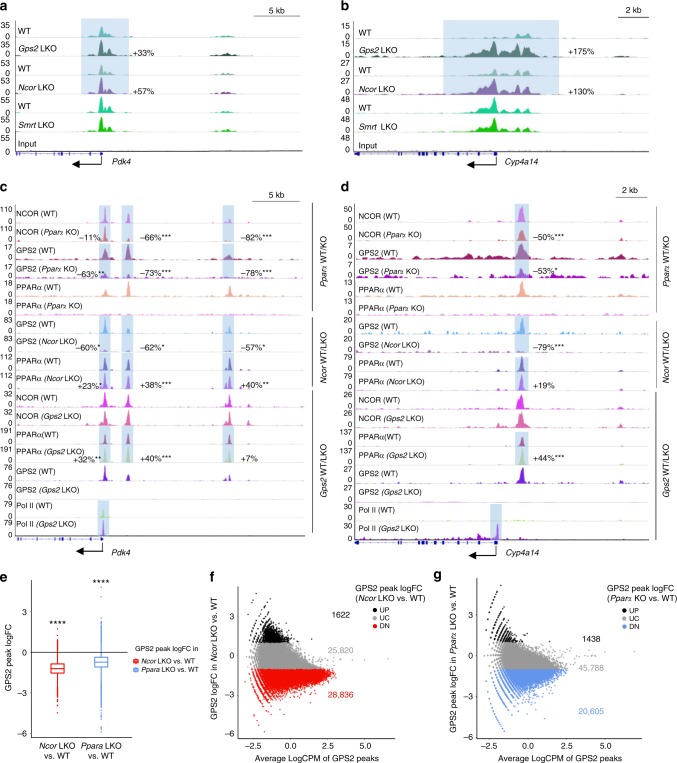
GPS2 cooperates with NCOR to repress target gene expression. **a**, **b** ChIP-seq tracks representing H3K27ac at (**a**) *Pdk4* and (**b**) *Cyp4a14* loci in *Gps2*, *Ncor* and *Smrt* LKO and respective WT mouse livers. Percentage of increase represents logFC of each peak and is calculated from biological duplicates (for *Gps2* LKO versus WT) or triplicates (for *Ncor* or *Smrt* LKO versus WT). **c**, **d** ChIP-seq tracks representing NCOR, GPS2, PPARα, and Pol II recruitment in *Pparα* KO, *Ncor* LKO, *Gps2* LKO and respective WT livers at (**c**) *Pdk4* and (**d**) *Cyp4a14* loci. Percentage of increase represents logFC of each peak and is calculated from biological triplicates. **e** Boxplot representing average logFC of co-localized GPS2 peaks in *Ncor* LKO and *Pparα* KO versus WT livers (*n* = 3 in each group). **f**, **g** MA plots showing the average logFC of GPS2 peaks between (**f**) *Ncor* LKO versus WT; and (**g**) *Pparα* KO versus WT livers, against average logCPM. UP, UN, and DN represents upregulated, unchanged, and downregulated peaks, respectively. All data are represented as mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001

The interactions of GPS2, NCOR, and PPARα were further investigated in vitro using co-immunoprecipitations. We found that full-length GPS2 enhanced the PPARα interaction with NCOR (Supplementary Fig. 6d), while this was not seen with truncated GPS2 variants removing the NCOR-interaction domain (aa 61–94) or the PPARα-interaction domain (aa 100–155). These data support that the loss of GPS2 in hepatocytes de-stabilizes interactions of PPARα with the NCOR complex, and that release of the complex potentially facilitates the binding of RNA polymerase (Pol II) (Fig. 5c, d).

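RNA polymerase II tags at the TSS were more frequent in *Gps2* LKO liver at 4 of 7 induced genes below that had tags in both genotypes, and the intervals of the other 3 include a ratio of 1. There was 1 Pol II library per genotype, with 23549616 tags together, so intervals (95%) cover counting error only. At the *Fgf21* TSS, 82 tags in WT and 198 in LKO gave a ratio of 2.37 (1.82 to 3.10) after scaling to total tags. At *Pdk4*, 55 and 91 tags gave 1.62 (1.15 to 2.31), and at *Cyp4a14*, 1 and 35 tags gave 34.3 (5.77 to 1393). *Apoa4* had a ratio of 2.10 (1.63 to 2.71), *Vldlr* of 1.60 (0.717 to 3.76) and *Abcd2* of 1.19 (0.794 to 1.79). *Cux2* had 23 and 15 tags and a ratio of 0.639 (0.310 to 1.28), and a peak 1084 bases from the *Cyp2b9* TSS had 0 and 10 tags. The ratio over all 31434 peaks was 1.06. Over genes higher in LKO RNA, the median log2 ratio at the TSS was 0.08 (n = 2443), against 0.07 at unchanged genes (n = 5753), and for genes beyond a log2 fold change of 1 it was 0.10 (n = 273). From these loci and its interaction assays, the paper proposes that release of the NCOR complex potentially facilitates Pol II binding.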

In sum, the above data suggest that GPS2 repression of PPARα target genes in hepatocytes involves direct interactions of PPARα with GPS2 and NCOR, which serves as the primary docking site of the corepressor complex to chromatin in hepatocytes.

### Liver *GPS2* expression correlates with NASH and fibrosis in humans

To determine the clinical relevance of GPS2 in human disease progression, we compared gene expression levels in both NASH (Fig. 6 and Supplementary Fig. 6e–j) and NAFLD (Fig. 6 and Supplementary Fig. 6e–j) human subjects from published transcriptome datasets (GSE83452 and GSE49541)^15,16^. The comparative analysis performed in a cohort of 44 control and 104 NASH liver samples identified 193 upregulated and 58 down-regulated NASH signature genes as concluded in the previous publication (Fig. 6a). Expression of *GPS2* was not different in different stages of NASH liver (Supplementary Fig. 6e). However, correlative analysis in the 104 NASH subjects showed a total of 74 genes significantly associated with *GPS2* mRNA expression and 66 were positively correlated (Fig. 6b, Supplementary Table 2). Among them were fibrogenic genes including *TGFB*, *TIMP1* (Supplementary Fig. 6f, g), and the inflammation marker *CD68* (Supplementary Fig. 6h). Analysis of the other complex subunits revealed associations of these signature genes with *NCOR*, *TBL1*, *TBLR1*, and *HDAC3*, but notably not with *SMRT* (Fig. 6b). To further validate these results, we analyzed another transcriptome dataset (GSE49541) which contained 73 NAFLD patients at different fibrosis stages. *GPS2* expression was positively correlated with the fibrogenic gene expression, including *TGFB* and *TIMP1* (Fig. 6c, d).

**Fig. 6:**
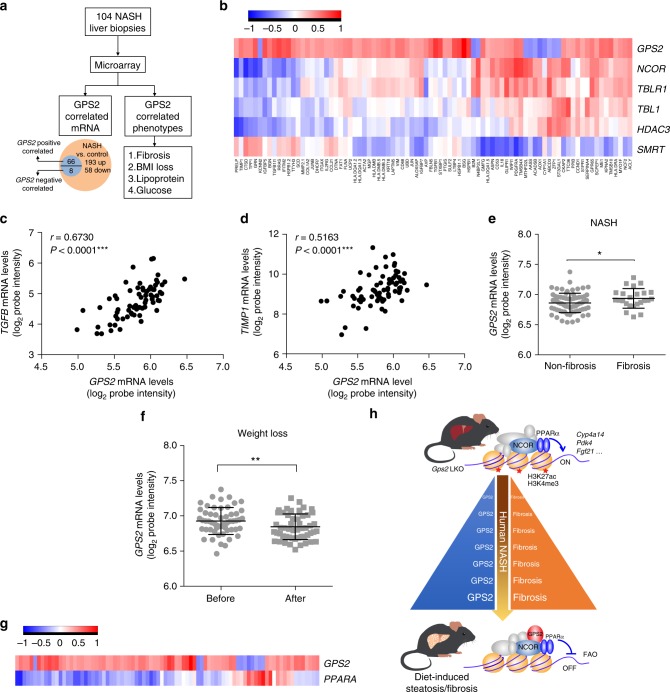
*GPS2* expression associates with NASH and fibrosis in human. **a** Flowchart representing the analysis of microarray results in the human liver biopsies. **b** Heatmap representing the rho correlation coefficient of *GPS2* and other core subunits with NASH-regulated genes in human NASH liver biopsies. **c**, **d** Correlation analysis of *GPS2* mRNA level with (**c**) *TGFB* and (**d**) *TIMP1* in human NAFLD liver samples (GSE49541), *n* = 72, non-parametric Spearman’s test. **e** *GPS2* mRNA level in non-fibrosis and fibrosis liver biopsies in the NASH subjects, *n*(NASH non-fibrosis) = 74, *n*(NASH fibrosis) = 24, unpaired nonparametric Mann–Whitney test. **f** *GPS2* mRNA level in NASH after weight loss in paired obese subjects, *n* = 54, paired nonparametric Wilcoxon matched-pairs signed rank test. **g** Heatmap representing the rho correlation coefficient of *GPS2* and *PPARA* with NASH-regulated genes in human NASH liver biospies (*n* = 104). **h** Model illustrating the causal relationship between GPS2 expression and PPARα function in hepatocytes in the context of fatty liver disease. All data are represented as mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001

Moreover, *GPS2* expression was higher in NASH fibrosis compared to non-fibrosis liver biopsies (Fig. 6e) and was restored after weight loss in paired obese human subjects after dietary intervention or gastric bypass surgery (GABY) (Fig. 6f). The *GPS2* mRNA was also positively correlated with HbA1c (Supplementary Fig. 6i). Intriguingly, correlative analysis of *GPS2* and *PPARA* expression with the 72 GPS2-sensitive and NASH-related genes in the dataset from 104 human NASH patients showed an overall opposite correlation (Fig. 6g), while *GPS2* and *PPARA* expression was not correlated (Supplementary Fig. 6j).

We conclude from above data that liver GPS2 expression and function could be causatively correlated with the progression of NAFLD towards NASH via regulating PPARα-coupled liver lipid metabolism (Fig. 6h).

## Discussion

Our study uncovers a previously unknown role of GPS2 as an epigenetic modulator which inhibits liver lipid catabolism and thereby promotes the development of NALFD. *Gps2* LKO caused the activation of promoters and enhancers controlling fatty acid oxidation genes in hepatocytes, which was dependent on PPARα activation. As a result of loss of PPARα repression, *Gps2* LKO mice showed alleviated liver steatosis upon HFD feeding and improved fibrosis upon MCD feeding, due to increased lipid burning as detected by elevated ketone body levels. Remarkably, the protective phenotype of the *Gps2* LKO mice is unique amongst hitherto described coregulator KO mouse models in the context of NAFLD as it is the only model which improved diet-induced fatty liver disease instead of worsening it (for references, see Introduction).

This hepatic function of GPS2 appears to be conserved between mice and humans as *GPS2* levels correlate with fibrogenic and inflammatory gene expression in human NAFLD/NASH livers. Our study might thus provide hepatocyte-based epigenetic explanations for the diverse susceptibility in NAFLD/NASH patients to develop more severe stages of liver fibrosis and ultimately liver cancer, in addition to alterations in other cell types such as liver-resident immune cells^1^.

Previous studies in adipocytes^20,42^ and macrophages^21^ support a key role of GPS2 in repressing inflammation, and loss of GPS2 sensitized these cell-types to develop metabolic stress-induced inflammation (metaflammation) and insulin resistance, as shown for adipose tissue^21^. Importantly, this was not observed in the *Gps2* LKO mice. Gene expression of representative pro-inflammatory genes was not significantly different between WT and LKO livers, and injection of LPS led to similar responses, as shown for *Ccl2* and *Ccl7*, major GPS2 target genes in adipocytes and macrophages. These results are consistent with previous data demonstrating that in human hepatocytes GPS2 depletion had no effect on the inflammatory acute phase response but was essential for anti-inflammatory trans-repression of this response by nuclear receptors^43^.

Our earlier studies in human hepatocyte cell lines suggested a role of GPS2 in cholesterol metabolism which may influence the NAFLD phenotype^38,44^. However, chow diet-fed *Gps2* LKO versus WT mice did not show differences in both serum and hepatic cholesterol levels despite triglyceride variation. Caution should be exercised in translating this aspect of the mouse phenotype to humans, as they differ in lipoprotein metabolism from mice due to absence of cholesterol ester transfer protein (CETP)^45^. There are also human–mouse differences in the regulation of cholesterol 7α-hydroxylase (CYP7A1), the rate-limiting enzyme in the classic bile acid synthetic pathway, by the nuclear receptors LXR, FXR, and SHP. While this pathway appears to be regulated by GPS2 in human hepatocytes^44^, the activation of key LXR target genes by agonist treatment was similar in WT versus LKO mice, suggesting that liver LXR pathways in mice are not controlled by GPS2.

Despite the evidence that GPS2 likely functions as a core subunit of the NCOR/SMRT/HDAC3 corepressor complex in many metabolic tissues and cell types^21,26,38,43,44^, it may seem puzzling that the KO phenotypes for individual subunits were quite distinct with only partial overlap in specific pathways. We show here that in mouse hepatocytes GPS2 functionally cooperates with NCOR to repress PPARα-dependent pathways. This is in contrast to the situation in adipocytes and macrophages where GPS2 functionally cooperates with SMRT to repress pro-inflammatory pathways^20,21^. While the molecular reasons for this cell-type selective partnership remain enigmatic, they are not simply related to the differential expression and/or chromatin-binding features of NCOR and SMRT. Indeed, our liver cistrome analysis reveals that the core subunits GPS2, NCOR, SMRT, and HDAC3 co-occupy the majority of promoters and enhancers of GPS2-regulated genes, including PPARα-targets linked to fatty acid oxidation and to the LKO phenotype. This confirms our previous notion made in macrophages that the entire complex seems to be present at chromatin elements, yet this is not sufficient to predict function in the regulation of adjacent genes. These data collectively validate our recent concept of functionally distinct corepressor sub-complexes^19^.

Our new work identifies with GPS2 an additional core subunit of the complex that also interacts with PPARα and contributes to the overall repression in vivo. The Co-IP data and the inclusion of GPS2 mutants add in vitro support that GPS2 utilizes different domains to bind PPARα vs. NCOR, and that this binding may be cooperative to increase PPARα interactions with NCOR. This is fully compatible with a model where cooperative interactions of two subunits explain why depletion of either NCOR or GPS2 reduces PPARα repression capacity and target gene expression in vivo.

There is evidence that GPS2 forms a stable core complex with NCOR/SMRT and TBL/TBLR1, supported by NMR structure data^23^ and IP-mass spec data^24,46^. NCOR has been previously known to be the main receptor (also PPARα)-binding subunit of the complex, and our new data do not challenge this view. Indeed, our ChIP-seq data confirm that most GPS2 interactions with PPARα at chromatin are lost in *Ncor* KO hepatocytes, while NCOR interactions were not abolished in *Gps2* KO hepatocytes. These results indicate that NCOR does not require GPS2 to interact with PPARα in vivo, thus contrasting the GPS2–NCOR bridging model suggested for agonist-bound PPARγ^47^.

However, there is so far no direct evidence whether this corepressor complex core forms stable ternary complexes with nuclear receptors, including PPARα. The current data rather suggest that repression in vivo results from dynamic transient interactions of the corepressor complex with TF targets^22^. NCOR and GPS2 are proposed to be largely intrinsically disordered in nature, which may reflect the involvement in many specific but relatively low-affinity interactions^48^.

Regarding the details of the PPARα interactions with GPS2 and NCOR, there is ample evidence suggesting that both proteins interact with distinct surfaces at the ligand-binding domain (LBD). In case of NCOR, the receptor interaction domain (RID) is largely unstructured but adopts upon interaction a helical peptide structure (the CORNR box) that interacts with the conserved cofactor surface at the LBD helices 3–5 (but excludes AF-2 helix 12), see for example, the structure of the PPARα LBD with a corepressor peptide in the presence of an antagonist^30,49,50^. Although there is no structure data for any RID of GPS2, in vitro assays using receptor mutations and NCOR peptide competition strongly suggest that GPS2 binds to a surface that is different from the AF-2/NCOR-binding surface. In particular, the GPS2 surface seems exposed irrespective of the ligand status, marking a fundamental difference to the classic coactivator (LXXLL motif) corepressor (CORNR motif) surfaces^38,47^. One interesting in vivo scenario is that activation by endogenous PPARα agonists may lead to selective disruption of NCOR interactions, while GPS2 interactions may serve to stabilize the corepressor complex interactions, contributing to the GPS2 KO phenotype described here.

Remarkably, the functional cooperation of GPS2 with NCOR and its antagonism of PPARα is further supported by the correlation analysis of human NAFLD/NASH liver transcriptomes, suggesting conservation of the GPS2–NCOR partnership in driving NAFLD in mice and humans. The proposed link of GPS2 to NCOR in hepatocytes raises questions as to the different corresponding KO phenotypes. While *Gps2* LKO resulted in improved liver steatosis and reduced lipid accumulation, *Ncor* LKO resulted in the opposite^26,28^. A likely explanation could be the partially distinct nuclear receptor and target gene selectivity of each subunit, with NCOR but not GPS2 repressing also LXRα in addition to PPARα^28^. As a consequence, lipogenic pathways were only up-regulated in *Ncor* LKO mice and likely contributed to the worsened fatty liver phenotype. Interestingly, the NCOR study provides some clues for how corepressor complex function, and in particular the subunit cooperation, might be further regulated to specify transcriptional outcomes. Nuclear receptor-selectivity seems regulated by insulin/AKT-mediated S1460 phosphorylation of NCOR, resulting in de-repression of LXR-dependent lipogenesis in the fed condition and PPARα-regulated fatty acid oxidation in the fasting condition [28].

The transcriptome comparison of *Gps2* and *Ncor* LKO mice supported the different phenotypes, in particular the PPARα-selective cooperation of NCOR with GPS2. Gene ontology analysis indicated that PPAR signaling was amongst the top pathways of the 30% of genes co-regulated by NCOR and GPS2, while LXR targets genes linked to lipogenesis were not co-regulated. Moreover, our analysis revealed interesting differences regarding the regulation of *Fgf21*, a major PPARα target gene in liver. *Gps2* LKO resulted in an eight-fold increase in *Fgf21* expression in the chow diet condition which was PPARα-dependent, the induction level almost equivalent to fasting effects, while in *Ncor* and *Smrt* LKO mice *Fgf21* de-repression was not observed. 

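*Fgf21* (Entrez 56636), which lies on chromosome 7 from 52869277 to 52870860 of mm9, rose from 0.778 ± 0.231 to 15.5 ± 2.20 CPM in chow-fed *Gps2* LKO livers (SD, n = 4 libraries). This is a 19.8-fold rise (log2 fold change 4.30, SE 0.24, adjusted p = 7.44e-10 from edgeR). In WT libraries it gave 12, 8, 15 and 16 counts, and in LKO libraries 229, 247, 279 and 184. H3K27ac at the region with most tags within 5 kb of its TSS had a log2 fold change of -0.20 in *Ncor* LKO and 0.09 in *Smrt* LKO livers. The fasted, *Pparα* KO, *Ncor* LKO and *Smrt* LKO RNA was not analysed here.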

The encoded FGF21 is a master regulator of metabolism which affects multiple pathways including fatty acid oxidation, and administration to mice has been shown to improve NAFLD^13,51,52^. The reason why *Fgf21* is selectively up-regulated in *Gps2* but not in *Ncor* or *Smrt* LKO mice is unknown, but there is one report suggesting the HDAC3 subunit of the complex to be involved^53^. The study shows that pharmacological HDAC3 inhibition led to elevated *Fgf21* expression in mouse and human liver cell lines. In addition to FGF21, most of the pathways and TFs (e.g. Rev-Erbs, Prox1) affected in *Hdac3* LKO mice^29,46^ were not affected in *Gps2* LKO mice, consistent with the broader target range of HDAC3 along with its intrinsic de-acetylation activity.

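*Prox1*, a hepatocyte transcription factor that works with HDAC3, fell from 84.3 ± 8.31 to 43.1 ± 21.5 CPM in *Gps2* LKO livers (SD, n = 4; log2 fold change -0.95, SE 0.24, adjusted p = 0.00585 from edgeR). *Nr1d1*, which encodes Rev-Erbα, the circadian repressor that recruits NCOR and HDAC3, fell from 58.2 ± 2.19 to 40.4 ± 4.61 CPM (log2 fold change -0.52, SE 0.08, adjusted p = 2.47e-04), while *Nr1d2* (Rev-Erbβ) had -0.00 and did not pass the test. Of 18 circadian and Rev-Erb genes, 5 rose, 6 fell and 7 did not pass the test (6 and 6 adjusted over the list alone), against 2856 and 2621 of all 12220 tested genes. *Bhlhe41*, a clock repressor, had a log2 fold change of -1.84, *Clock* of -1.15 and *Hlf* of -0.87, and *Cry1* rose by 0.51. *Hdac3* gave 33.2 and 30.6 CPM (log2 fold change -0.12, adjusted p = 0.198). H3K27ac at the region with most tags within 5 kb of the TSS had 0.14 at *Prox1* and -0.17 at *Nr1d1*. With summed libraries the calls of *Prox1* and *Nr1d1* ended (adjusted p = 0.188 and 0.151). The *Hdac3* LKO RNA was not analysed here.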

The unique phenotype of *Gps2* LKO mice supports the idea that the GPS2 target range in vivo is limited, as compared to NCOR, SMRT, and HDAC3 and to other coregulators expressed in the liver^17^. This implies that the manipulation of GPS2 function could be more selective than the manipulation of other coregulators. In conclusion, our study identifies GPS2 as an epigenome modifier and PPARα-selective corepressor in hepatocytes whose inhibition has the therapeutic potential to reverse the progression of NASH toward fibrosis.

## Methods

### Patients

The patient clinical information and human liver biopsy transcriptome data are from a previously published Belgium cohort^15^ collected from overweight individuals visiting the Obesity Clinic at the Antwerp University Hospital. The patient information and exclusion criteria were all described previously^15^. Briefly, the cohort used in this study is composed of 104 NASH patients with paired liver biopsies of 35 samples after dietary intervention and 39 samples after GABY (combined as weight loss group). The fibrosis stage was determined by pathological analysis of the liver biopsies. BMI (loss), HbA1c, HDL-c, and LDL-c were determined as described previously^15^, and the study was approved by the Ethical Committee of the Antwerp University Hospital (file 6/25/125).

### Animals

*Gps2*^flox/flox^ mice were generated at Ozgene Pty, Ltd. (Bentley DC, Australia) as previously described^21^. To generate LKO mice, Gps2^flox/flox^ mice were crossed with Alb-*Cr*e mice (B6.Cg-*Speer6-ps1*^*Tg(Alb-cre)21Mgn*^/J; Jackson Laboratory stock no. 003574). *Gps2*^flox/flox^ mice from the same breedings were used as control (labeled as WT).

*Pparα-*deficient C57Bl/6J mice^54^ (B6;129S4-Ppar*α*^tm1Gonz^/J; Stock no. 008154) were obtained from Jackson Laboratory.

Liver-specific *Gps2* and *Pparα* double KO mice were generated by breeding the liver *Gps2* KO mice with the *Pparα*-deficient (*Gps2*^flox/flox^ Alb-*Cre*^+/−^*Pparα*^−/−^) mice. *Gps2*^flox/flox^ Alb-*Cre*^−/−^*Pparα*^*−*^^/−^ mice were used as control.

Liver-specific *Ncor* and *Smrt* KO mice were generated as previously described^26^.

All animals were randomly assigned to each experimental group. The investigator was not blinded to the experimental groups during the study.

All animal experiments were approved by the respective national ethical boards (Swedish Board of Agriculture, Stockholm South, S28-12, S30-14, S135-12, S29-14, ID907) and conducted in accordance with the guidelines stated in the International Guiding Principles for Biomedical Research Involving Animals, developed by the Council for International Organizations of Medical Sciences (CIOMS). All mice strains were bred and maintained at the Center for Comparative Medicine at Karolinska Institutet and University Hospital (PKL, Huddinge, Sweden).

### Cell culture studies

HEK293 (ATCC, CRL-1573) and AML12 (ATCC, CRL-2254) cells were tested for mycoplasma contamination. AML12 cells were authenticated by testing liver albumin expression before experiments. HEK293 were cultured in DMEM supplemented with 10% FBS and 1% antibiotics, and AML12 were cultured in DMEM/F12 high glucose supplemented with 10% FBS, 1% antibiotics, 1% ITS (10 µg/ml insulin, 5.5 µg/ml transferrin, and 5 ng/ml selenium), and 40 ng/ml dexamethasone. Both cells were maintained at 37 °C and 5% CO_2_.

### Seahorse analysis of OCR in AML12 cells

The Cell Mito Stress Test was performed according to the provided protocol. AML12 cells were seeded to the Seahorse XFe96 Cell Culture Microplate for 24 h before transduction with adenovirus shLuc (control) and shGPS2. After 36 h, the cells were changed to Substrate-limited medium (Seahorse XF Base Medium plus 0.5 mM Glucose, 1.0 mM GlutaMAX, 0.5 mM Carnitine, and 1% FBS, pH 7.4) and incubated for overnight. The cells were pre-incubated in Fatty Acid Oxidation Assay Buffer (KHB Buffer (111 mM NaCl, 4.7 mM KCl, 1.25 mM CaCl_2_, 2.0 mM MgSO_4_, and 1.2 mM NaH_2_PO_4_) supplemented with 2.5 mM glucose, 0.5 mM carnitine, and 5 mM HEPES, pH 7.4) at 37 °C for 45 min in a non-CO_2_ incubator. BSA (control) or BSA–palmitate were added just prior to starting the assay. After subsequent injecting and mixing of the compounds (assay concentrations: 2.0 μM oligomycin, 2.0 μM FCCP, and 0.5 μM Rotenone/antimycin A), the OCR was determined in all wells three times. The results were normalized with the protein quantity of each corresponding well.

### Metabolic studies in mice

7-8-week-old WT and LKO mice were fed with a 60% fat diet (HFD, Research Diets, D12492) or with a 10% fat diet (LFD, Research Diets, D12450) for 12 weeks. To establish a fibrosis model, mice were fed with a MCD (Research Diets, A02082002B) or with a control diet (Research Diets, A02082003B) for 4 weeks. During the experiments, body weight was assessed at different time points. OGTT and ITT were performed in the chow-diet and HFD feeding mice as previously described^21^. Corresponding blood glucose levels were measured at the indicated time points using a glucometer (Accu-Chek Performa, Roche). Plasma insulin (Mercodia, 10-1247-01), FGF21 (R&D Systems, DF2100), β-Hydroxybutyrate (Cayman, 700190) and hydroxyproline levels (Sigma, MAK008) were determined by ELISA.

Liver TG and cholesterol were extracted and measured with a colorimetric diagnostic kit (WAKO diagnostics) as previously described^21^. Plasma lipoproteins were fractionated from 2.5 μl of each sample using a Superose 6 PC 3.2/30 column (GE Healthcare) followed by online determination of TGs and cholesterols as previously described^21^. The lipid concentrations of the different lipoprotein fractions were calculated after integration of individual chromatograms.

Lipase activity is measured using the assay kit (Sigma Aldrich, MAK046) according to manufacturer instructions. In brief, 30 min after heparin injection, the mice were sacrificed and mouse plasma was separated by centrifuging for 10 min, 3000 r.p.m. at 4 °C. Plasma was used to test the lipase activity with (HL activity) or without 1 M NaCl, LPL was determined by substracting HL activity from the total lipase activity.

### Morphometric analyses

The tissue processing and staining were performed in morphological phenotype analysis (FENO) core facility at Department of Laboratory Medicine, Karolinska Institute. Briefly, the mice liver tissue samples were fixed in 3% formaldehyde solution overnight and embedded in paraffin. Tissue slides were stained with H&E for the evaluation of the tissue morphology, with Sirius red for collagen-specific staining, or with F4/80 (Abcam, ab6649) for liver resident macrophages, following standardized protocols. Sirius red and F4/80 positive areas were quantified using imageJ.

All mice used in the studies were male, between 7 and 16 weeks old at the time of the experiment starting point, and randomized before any experiment was started. All animal experiments were approved by the respective national ethical boards (Swedish Board of Agriculture) and conducted in accordance with the guidelines stated in the International Guiding Principles for Biomedical Research Involving Animals, developed by the CIOMS. All mice strains were bred and maintained at the Center for Comparative Medicine at Karolinska Institutet and University Hospital (PKL, Huddinge, Sweden).

### Microarray analysis

Raw-intensity expression files (.CEL files) (GSE83452; GSE48452; GSE73299; GSE49388; GSE54192) were imported to R and Bioconductor using the Oligo package^55^. The same package was used for quantile normalization, background correction, and summarization by robust multichip average preprocessing (RMA). The normalized log2-transformed expression values were then imported to the Limma^56^ package for differential-expression analysis by linear modeling. A paired design was used to remove the batch effect between the biological replicates. Furthermore, genes with low expression (less than the 95th quantile of the negative-control probes) were removed. Genes with a *P-*value of <0.05, after adjusting for multiple hypothesis testing using the FDR method, were defined as being differentially expressed.

Correlation matrix was calculated based on expression values in log2 scale of 251 candidate NASH genes^15^ and GPS2–NCOR–HDAC3 complex components from 104 NASH livers at baseline. Genes whose expression significantly correlated with *GPS2* expression were selected and their correlation with GPS2–NCOR–HDAC3 complex components was plotted as heatmap.

### qPCR analysis

Total RNA was extracted from snap-frozen liver tissues using Trizol Reagent (Thermo Fisher Scientific, 15596-026) and RNeasy RNA Mini Kit (Qiagen, 74104). Complementary DNAs were synthesized using M-MLV Reverse Transcriptase (Life Technologies, 28025-021). QPCR was performed using the ABI Prism 7500 PCR system (Applied Biosystems). 36b4 (gene encoding acidic ribosomal phosphoprotein P0, also called Rplp0) were used for normalization to quantify relative mRNA expression levels. Relative changes in mRNA expression were calculated using the comparative cycle method (2^−ΔΔCt^). Primers are listed in Supplementary Table 1.

### RNA-seq

RNA was extracted from mice liver biopsies as described above. RNA quality was assessed by 2200 TapeStation Instrument (Agilent). PolyA RNA selection was performed using the Illumina TruSeq RNA Sample Preparation Kit according to the manufacturer's protocol. RNA-seq libraries were prepared and sequenced on the Illumina HiSeq 2000 platform at Bioinformatics and Expression Analysis core facility (BEA, Karolinska Institutet, Sweden). Preprocessed reads were aligned to the mm9 transcriptome using the HISAT2 program, and Hypergeometric Optimization of Motif EnRichment (HOMER, http://homer.salk.edu/homer) was used to create the tag directory and count tags in all exons. Raw tag counts were imported in to R and Bioconductor and edgeR package was used to determine differential gene expression.

### ChIP and ChIP-seq sample preparation

ChIP samples were prepared as described previously^21^, with minor modifications. Briefly, fresh livers were chopped into small pieces and crosslinked with 1% formaldehyde (ThermoFisher, 28906) in PBS for 10 min for histone modifications, or double crosslinked with 2 mM disuccinimidyl glutarate (DSG) for 30 min, followed by 1% formaldehyde for 10 min, for TFs and GPS2. The reaction was stopped with glycine at a final concentration of 0.125 M for 5 min.

Liver pieces were disaggregated in ice-cold PBS with protease inhibotor using Dounce Homogenizer first with loose and later with tight pestle (Fisher Science, FB56691). Nuclei were isolated using lysis buffer 1 (50 mM Hepes–KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% IGEPAL CA-630, and 0.25% Triton X-100), lysis buffer 2 (10 mM Tris–HCl, pH 8.0, 200 mM NaCl, 1 mM EDTA, and 0.5 mM EGTA), and lysis buffer 3 (10 mM Tris–HCl, pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na-deoxycholate, and 0.5% N-Lauroylsarcosine), and subsequently sonicated for 30 min (30 s ON/30 s OFF) in the Bioruptor Pico (Diagenode). Protein A Dynabeads (Invitrogen) were incubated O/N with the antibodies. Each lysate was immunoprecipitated with the following antibodies: control rabbit IgG (Santa Cruz, sc-2027, 1–5 μg), anti-H3K4me3 (Abcam, ab8580, 1 μg), anti-H3K27ac (Abcam, ab4729, 1 μg), anti-PPARα (Millipore MAB3890, 5 μg), anti-Polymerase II (Biolegend, 664906, 5 μg), anti-NCOR (Bethyl laboratories, A301-145A, 4 μg), anti-SMRT (Bethyl laboratories, A301-147A, 4 μg), anti-HDAC3 (Santa Cruz, sc-11417, 5 μg), and anti-GPS2 (4 μg). Formaldehyde cross-linking was reversed overnight at 65 °C, and the immunoprecipitated DNA was purified using the QIAquick PCR purification kit (Qiagen). Primers for the ChIP qPCR are listed in Supplementary Table 1.

To prepare the ChIP-seq samples, the same ChIP protocol was followed, but using the ChIP DNA Clean and Concentrator Capped Zymo-Spin I (Zymo Research) purification kit. Two to four ChIPs were pooled during the final step of the purification to obtain concentrated material.

For library preparation and sequencing, 2–10 ng of ChIPed DNA was processed using Rubicon ThruPLEX DNA-seq kit (TAKARA) or processed at the EMBL Genomics Core Facility (Heidelberg, Germany) using standard protocols, and sequenced in the Illumina HiSeq 2000 (50SE reads, EMBL) or NextSeq 550 (75SE reads, BEA Core Facility, Karolinska Institutet, Sweden).

### ChIP-seq data analysis

The computations were performed on resources provided by SNIC through Uppsala Multidisciplinary Center for Advanced Computational Science (UPPMAX) under Project SNIC 2018/8-122. Analysis was performed as previously described^21^. Sequencing files (fastq files), provided by the EMBL Genomics (Heidelberg, Germany) or BEA (Karolinska Institutet, Sweden) Core Facility, and raw data from the published ChIP-seq data (PPARα: GSE61817; H3K4me1: GSE29184; NCOR: GSE26345; SMRT: GSE51045) were aligned to the NCBI37/mm9 version of the mouse reference genome, using Bowtie^57^. Peaks were identified using HOMER package^58^.

Peak heights were normalized to the total number of uniquely mapped reads and displayed in integrative genomics viewer (IGV)^59^ as the number of tags per 10 million tags. The sequences found in GPS2 peaks were subjected to motif analysis to identify potentially over-represented TF-binding sites using HOMER . Heat-map clustering of the peaks was performed in Cluster 3.0^60^ using self-organizing maps, and then visualized in TreeView^61^. For statistical analysis of the peaks, raw tag counts were imported into R and Bioconductor and edgeR package was used to identify potential differential-binding sites^62,63^.

### Western blot analysis

Samples were lysed in RIPA buffer supplemented with protease and phosphatase inhibitors and were diluted to a concentration of 20 μg of protein and heated at 98 °C for 10 min. Proteins were separated by SDS–PAGE electrophoresis and transferred to PVDF membranes (Amersham International). Blocking reagent (SuperBlock™ T20 (PBS) blocking buffer, Thermo Fisher Scientific) were incubated for 1 h, and primary antibody was incubated overnight at 4 °C in the blocking solution. The antibodies and their concentrations are the following: anti-GPS2^38,43^ (generated from Agrisera; 1:3000), anti-β-actin (Abcam, ab8226; 1: 30,000), anti-HDAC3 (Santa Cruz, sc11417; 1:3000), anti-PPARα (Cayman, 101710; 1:3000), anti-HA (BioLegend, 901514; 1:5000), and anti-Flag (Sigma-Aldrich, F7425; 1:5000). After several washes in PBST (PBS with 0.05% Tween 20), horseradish peroxidase (HRP)-labeled secondary antibodies (1:5000) were incubated for 1 h at room temperature in PBST. Membranes were developed with ECL western-blotting substrate (BioRad, 1705061).

### Co-immunoprecipitations

HEK293 cells were co-transfected with (1) WT or truncated pcDNA3-HA-GPS2 and expression plasmids for Flag-tagged PPARα to mapping the interaction domain of GPS2 and PPARα or (2) WT or truncated HA-GPS2, HA-PPARα, and Flag-NCOR to determine the affinity of NCOR and PPARα in the absence and the presence of WT or truncated GPS2. Cells were lysed 48 h after transfection, and the lysate was incubated with anti-Flag (Sigma-Aldrich, F7425) coupled to protein A magnetic beads for 3 h, at 4 °C (15 μl beads were pre-incubated with 2 μg of antibody for 2 h, at 4 °C). Beads were washed with lysis buffer five times and eluted at 98 °C for 10 min. The eluted sample was loaded in an acrylamide gel by following the western blot protocol, and blotted with anti-Flag or anti-HA. Whole-cell lysis was used as input.

### Statistical analysis

All the replicate experiments (including cell and mouse-based experiments) are biological replicates, which were repeated at least two times in the lab. Sample size was not pre-specified statistically. D'Agostino and Pearson normality test was used to determine the normal distribution. The variance within each group of data was compared using *F*-test (two groups) or Brown–Forsythe test (more than two groups). All statistical tests were performed using GraphPad Prism 6.0b (GraphPad Software, Inc., La Jolla, CA), and all data are represented as mean ± s.e.m. Statistical tests were assessed after confirming that the data met appropriate assumptions (normality, homogenous variance, and independent sampling). All statistical tests were two-tailed, and *p* < 0.05 was defined as significant. No statistical methods were used to predetermine sample size. No samples or animals were excluded from the analysis.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

n

Peer Review File

Reporting Summary

## Data Availability

Gene expression RNA-seq data and ChIP-seq data have been deposited at the NCBI Gene Expression Omnibus (GEO) accession numbers are GSE113157. The authors declare that all data supporting the findings of this study are available in figshare with 10.6084/m9.figshare.7637504. Other data are available from the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

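The deposited processed files of the study were used, and no reads were aligned again. They cover 74 samples of mouse liver, of which 2 input samples have no file used here. RNA-seq was done in 4 WT and 4 LKO libraries of the *Gps2* line. ChIP-seq covered GPS2 (*Gps2*, *Ncor* and *Pparα* lines), NCOR (*Gps2* and *Pparα* lines), PPARα (*Gps2*, *Ncor* and *Pparα* lines), H3K27ac (*Gps2*, *Ncor* and *Smrt* lines), H3K4me3 and RNA polymerase II (*Gps2* line). Each knockout was compared with the WT libraries of its own line. Conditions were taken from the sample titles and labels alone. Whether replicate numbers pair WT and knockout samples is not given in the sources used here, so samples were treated as unpaired.

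The RNA-seq counts were made by the authors as whole read counts per gene, after a filter on low counts. The methods name HISAT2 and HOMER with mm9, while the deposited table names another counter and its exon positions match GRCm38, so genes were joined by Entrez number and symbol only. The log2 values of the deposited RNA table (average level and fold change) come from edgeR as run by the authors. The p-values and FDR in that table come from the authors' likelihood ratio test, as deposited, and were compared with the values obtained here. For ChIP-seq the authors aligned reads with Bowtie to mm9 and called peaks with HOMER, and the counts are raw tags per merged peak as deposited, with the total tags of each library in the file headers. The scores of the merged peaks were computed by the authors with HOMER and served here only to take the upper 50% of GPS2 peaks in 1 alternative. The score column of the authors' peak lists holds 1 for every peak, so peaks could not be ranked by it. The methods state DSG cross-linking for transcription factors and formaldehyde alone for histones, while the sample labels give DSG for both.

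Calculations used R 4.3.3 (edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, GenomicRanges 1.54.1), bedtools 2.31.1 and Python 3.11.15 (pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, matplotlib 3.10.9). RNA counts were filtered with edgeR's filterByExpr (minimum count 10, minimum total 15), scaled with TMM and tested with glmQLFit and glmQLFTest. Tag counts were filtered in the same way and tested with the same functions, with the total tags as library size and scaling factors of 1. P values were adjusted by Benjamini and Hochberg, and 0.05 was the threshold. Levels of tags are per 10000000 tags. Errors of levels are SD over libraries, and SE is the standard error of a fitted log2 fold change. Medians per library were compared by exact permutation tests.

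For 37 gene lists, the members that rose or fell were counted, with adjustment over all genes and over the list alone, and each list was tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation. Histone changes were taken from the region with most tags within 5 kb of a gene's TSS. PPARα changes were taken in the same way within 25 kb. The alternative was the mean over all regions within 50 kb. Gene sets were compared, and correlations across genes tested, by 100000 permutations of gene labels (10000 for alternatives), two-sided. Overlaps needed 1 shared base and sets of peaks found in at least 2 livers, and they were compared with peaks shifted along the chromosome. DR1 and other elements were searched in 201 bases at each GPS2 peak centre and in flanks 1000 bases away, with up to 2 mismatches over 12 bases. The interaction between *Ncor* and *Smrt* effects was fitted over all 12 libraries. Pol II ratios carry 95% counting intervals.

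Genes and peaks named in the text follow a rule. It takes the genes the paper names, the 10 higher and 10 lower genes with the largest fold among those called with at least 1 CPM and no overlap between groups, and 4 members of each list. For peaks it takes set windows at *Pdk4* and *Cyp4a14* and the 3 higher and 3 lower peaks with the smallest adjusted p of each comparison. Other list members named in the text were chosen after their values were seen. The gene lists hold genes expressed in liver, and some genes are in several lists. Of all 12220 tested genes, 2856 rose and 2621 fell, which is the background for the counts of each list. The study-named list holds genes that the study names in describing the effect of *Gps2* loss.

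The tests were checked on simulated data in which 200 genes or peaks of 1 group were changed. Each simulated gene or peak varied independently, with no yield shared by the peaks of a library. The shares below may therefore not hold for the real libraries. In the RNA data, 71.6% of 1.5-fold, 95.5% of 2-fold and 100% of 4-fold changes were called, and 6.32% of calls were false. Of 4-fold changes, 84.8% were called for H3K27ac and 81.8% for H3K4me3 in the *Gps2* line, 92.4% and 83.3% for H3K27ac in the *Ncor* and *Smrt* lines, 10.6% and 30.3% for GPS2 in the *Ncor* and *Pparα* lines, 77.3% and 54.5% for NCOR in the *Pparα* and *Gps2* lines, and 92.4%, 47.0% and 69.7% for PPARα in the *Gps2*, *Ncor* and *Pparα* lines. For 2-fold changes no GPS2 peak in the *Ncor* line, no NCOR peak in the *Gps2* line and no PPARα peak in the *Ncor* line was called. Of the ChIP-seq calls, those that were false made up 20.3%, 14.1% and 12.0% for H3K27ac in the *Ncor*, *Smrt* and *Gps2* lines, 8.57% for H3K4me3, 12.5% and 8.33% for GPS2 in the *Ncor* and *Pparα* lines, and 0 to 6.06% in the other 5 sets.

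The alternatives tried were RLE scaling and DESeq2 for RNA, TMM scaling on tags in peaks and DESeq2 for ChIP, no filter on low counts, the replicate number as a block, leaving out each library, other gene windows, genes beyond a log2 fold change of 1, and other overlap rules. Adjustment for exon length and GC content, sums of libraries that differ little, and LKO replicate 2 alone were added after the data were seen. Microarray, human and published data that the paper cites, and SMRT and HDAC3 ChIP-seq, were not analysed here. Results for some single genes are not reported here, and the counts of named genes in the closing section leave them out.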

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

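Tests chosen only after their result was seen are the level of Y-linked genes, the adjustment of the female-biased genes for exon length, the exon-length trend of each LKO library, the share of GPS2 tags in peaks within a genotype, the splits of the RNA libraries and of the GPS2 libraries of the *Ncor* line, and leaving out libraries for the *Ncor* LKO against *Smrt* LKO test.

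The paper does not analyse sex-biased liver genes: the median RNA log2 fold change in *Gps2* LKO was 4.28 for 15 female-biased genes and -0.96 for 20 male-biased genes. The tables argue against female livers among the LKO libraries (lowest summed level of 4 Y-linked genes 0.959 of the WT mean, and the paper states that its mice were male), against the exon-length trend as the cause (15 of 15 female-biased genes were still past the threshold after the adjustment) and against a feature of the RNA libraries alone (H3K27ac at 13 female-biased genes rose by 1.05 more than at unchanged genes, permutation p = 1e-05, the smallest that the permutations can give). They also argue against the same change at female-biased genes after loss of NCOR, where the H3K27ac difference was -0.0391 (n = 14, permutation p = 0.346), although male-biased genes differed by -0.40 there. Whether GPS2 acts at these genes directly stays open, since 93.3% of the 15 genes and 79.9% of other expressed genes have a GPS2 peak within 25 kb (Fisher exact p = 0.331) and 15 genes are few for this comparison.

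In *Gps2* LKO RNA, genes with long exons in sum were lower and those with short exons higher, a trend the paper does not report (rank correlation of log2 fold change and exon length -0.403). The rank correlation of the H3K27ac change at the same genes with exon length was -0.0072 (n = 10780), against -0.402 for RNA over these genes. For H3K4me3 it was -0.0935 (n = 10565). These values cannot decide whether transcription changed, since promoter marks do not measure the output of transcripts. Whether the histone libraries come from the livers with the trend is also not given in the sources used here. An effect of the genotype in every LKO library and a difference in the handling of some RNA samples cannot be told apart. LKO replicates 1, 3 and 4 had -0.499, -0.360 and -0.483 and LKO replicate 2 had -0.0377, so 1 of the LKO libraries lacks the trend. After adjustment for exon length 2916 genes were higher and 2358 lower, against 2856 and 2621 before, and 2192 and 1783 of the genes called were shared.

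GPS2 tags fell at most GPS2 peaks in *Ncor* LKO livers (median log2 fold change -1.23), with 2 peaks higher and 1698 lower past the threshold. Against a lower ChIP yield of the LKO libraries as the whole cause speaks that peaks with an NCOR peak fell by more than peaks without one at equal WT tags (difference -0.203), but this value lies at the bound set for it, ran from -0.25 to -0.12 between LKO libraries, and peaks without NCOR also fell (-0.83), so the 2 explanations cannot be told apart. A yield that differs between livers of one genotype is consistent with the lowest share of tags in peaks among the WT libraries, 3.07%, against 2.45 to 3.15% in LKO and up to 8.23% in the other WT libraries. Without WT replicate 3 the test called 109 peaks higher and 30729 lower, without WT replicate 1 it called 0 and 1, and without WT replicate 2 or any 1 LKO replicate it called 0 and 0 by edgeR, with 4827 to 10435 peaks at an unadjusted p under 0.05 where a count was 0. DESeq2 called 5 and 9847, TMM on the tags in peaks 617 and 201, and testing without a filter 0 and 19.

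A difference between groups was found for H3K27ac in the *Ncor* and *Smrt* lines: the change differed between *Ncor* LKO and *Smrt* LKO at 294 of 68599 peaks, 227 with a larger and 67 with a smaller change in *Ncor* LKO. Of 40 splits of the libraries, drawn from a larger number, 2 gave as many calls, the real one included, and the highest other gave 505, so chance cannot be excluded at a share of 0.05. The number was 59, 111 and 133 without *Ncor* WT replicate 2, WT replicate 3 and LKO replicate 3, and 108, 97 and 83 without *Smrt* WT replicate 1, LKO replicate 1 and LKO replicate 3.

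WT livers of the *Smrt* and *Ncor* lines, a contrast the paper does not report, differed in H3K27ac at 8854 peaks higher and 6503 lower in the *Smrt* line of 68599 tested, and the LKO livers of both lines at 7921 and 6310.

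Libraries far from the other 3 of their group were found in 24 of 308 groups of 4 RNA libraries, 1 group per genotype for each named gene and for each of 4 library measures, where chance gives about 1 in 20. In 7 of them the library is LKO replicate 2, with *Ppara* at 349 CPM (others 217 to 237), *Etfb* at 201.5 (295 to 309), *Acaa1b* at 613 (807 to 823), *Thrsp* at 1679 (2262 to 2328), *Hlf* at 78.7 (64.3 to 64.8), *Aldh1b1* at 62.6 (72.3 to 74.3) and *Mup1* at 0.153 (listed at 0 in the others). LKO replicate 3 stood apart for *Sc5d* (687), *Acox2* (85.7) and *Moxd1* (0.0620, listed at 0 in the others), and LKO replicate 4 for *Tmeff2* (39.1) and *Slc22a5* (8.07). In WT, replicate 1 stood apart for *H19* (0.620), *Slc22a27* (0.310), *Mup1* (5.09), *Aldh1b1* (35.1) and *Sdsl* (8.62), replicate 2 for *Agpat9* (1.13), *Ccl7* and *Mir675* (0.0594 each, 1 count), replicate 3 for *Echs1* (161) and *Hsd3b1* (0.0582, 1 count), and replicate 4 for *Lum* (6.11) and *C1qb* (14.5).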

How the results depend on the processing

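Chosen after the results were seen were the adjustments for exon length and GC content, the summed libraries, LKO replicate 2 alone, the gene-list tests under each RNA setting, and leaving out libraries for the joined RNA and ChIP-seq results and for the Ncor LKO against Smrt LKO test. For single genes, 1153 of 1168 values without 1 library and 1194 of 1308 under other settings kept their direction and their side of the threshold; 6 and 98 lost the call, 5 and 7 gained one, and 4 and 9 changed sign. For single peaks these numbers were 461 of 556 and 340 of 394, with 78 and 40 calls lost, 5 and 7 gained, and 12 and 7 signs changed. For counts, medians and shares, 166 of 258 and 80 of 158 stayed within 1.5 times the count or 1 SD, 4 and 2 gained a call, 4 medians changed sign under other settings and 88 and 72 moved further. Where a value changed, the cause was not tested, except where the setting itself sets the value as stated.

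Results that kept direction and side of the threshold in each setting run were the rank correlations of RNA with H3K27ac change (0.33 to 0.61 around 0.40, 8 settings) and with H3K4me3 change (0.38 to 0.57 around 0.53, 8 settings), and the median differences of both marks at genes that rose (0.07 to 0.27 around 0.08 and 0.05 to 0.20 around 0.07, 7 settings each) and fell (-0.12 to -0.01 around -0.02 and -0.13 to -0.03 around -0.04). Genes called higher in Gps2 LKO numbered 2300 to 3425 and lower 2065 to 3545 without 1 library, and 2403 to 3029 and 2686 to 2823 with RLE (median ratio) factors, DESeq2, no filter or the replicate block, around 2856 and 2621. Lists of genes past the threshold numbered 14 to 25 around 21 of 37.

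With the WT libraries summed to 1 and LKO replicates 1 and 4 summed to 1, 458 genes were higher and 225 lower, and 897 and 491 when the sums were also adjusted for exon length; with 1 WT library and 3 LKO libraries the test has fewer samples, and the lone WT sum is assumed to vary like the LKO group. LKO replicate 2 alone against the WT libraries gave 1957 and 1718. Named genes whose sign changed include Tbl1xr1 (-0.13; 0.20 adjusted for exon length, 0.21 with GC content too, 0.19 in the adjusted sums, 0.12 in LKO replicate 2), Ly6g (0.11; -0.14, -0.12 and -0.12 under the first 3 of these in turn), and in LKO replicate 2 alone Ppara (-0.39; 0.0598) and Etfb (0.41; -0.0343).

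TMM on the tags in peaks sets the median change near 0 by its construction: the median became 0.00432 from -1.23 for GPS2 in Ncor LKO, 0.0161 from -0.90 for GPS2 in Ppara KO, 0.00865 from -0.28 for NCOR in Ppara KO, -9.32e-05 from 0.60 for PPARα in Gps2 LKO, -0.0610 from -2.68 for PPARα in Ppara KO and 0.00530 from 0.05 for H3K27ac in Gps2 LKO. The numbers of peaks higher and lower became 617 and 201 against 2 and 1698 for GPS2 in Ncor LKO, 9 and 21 against 1 and 150 for GPS2 in Ppara KO, 491 and 155 against 785 and 143 for H3K27ac in Gps2 LKO, 216 and 53 against 214 and 35 for H3K4me3 in Gps2 LKO, 115 and 71 against 6 and 2 for NCOR in Gps2 LKO, 529 and 996 against 110 and 2290 for NCOR in Ppara KO, 1940 and 2014 against 34811 and 216 for PPARα in Gps2 LKO, 847 and 304 against 65 and 10 for PPARα in Ncor LKO and 202 and 108 against 6 and 7351 for PPARα in Ppara KO, and GPS2 peaks under -1 became 2323 from 32276 in Ncor LKO and 1072 from 12325 in Ppara KO. Under it PPARα in Gps2 LKO changed sign at Pdk4, to -0.225 from 0.40 within 1 kb of the TSS, -0.135 from 0.48 at 1 to 5 kb and -0.521 from 0.10 at 10 to 15 kb, and at Cyp4a14, to -0.0885 from 0.52; so did GPS2 at Pdk4 10 to 15 kb upstream in Ncor LKO (0.0400 from -1.23) and, at the Pdk4 promoter in Ppara KO, NCOR (0.101 from -0.17) and PPARα (0.430 from -2.21).

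With no filter on low counts, peaks higher and lower numbered 0 and 19 against 2 and 1698 for GPS2 in Ncor LKO (19323 at an unadjusted p under 0.05), 0 and 76 against 1 and 150 for GPS2 in Ppara KO (6410 at an unadjusted p under 0.05), 30 and 2 against 214 and 35 for H3K4me3 in Gps2 LKO, 10 and 4 against 6 and 2 for NCOR in Gps2 LKO, 130 and 39 against 65 and 10 for PPARα in Ncor LKO and 7 and 11112 against 6 and 7351 for PPARα in Ppara KO; more peaks were tested (56278 against 24882 for GPS2 in Ncor LKO). DESeq2 gave 5 and 9847 against 2 and 1698 for GPS2 in Ncor LKO, 0 and 72 against 1 and 150 for GPS2 in Ppara KO (5593 at an unadjusted p under 0.05), 2457 and 934 against 1609 and 557 for H3K27ac in Ncor LKO, 47 and 21 against 0 and 0 for H3K27ac in Smrt LKO, 2 and 5 against 6 and 2 for NCOR in Gps2 LKO, 35 and 1048 against 110 and 2290 for NCOR in Ppara KO, 18526 and 54 against 34811 and 216 for PPARα in Gps2 LKO, 25 and 4 against 65 and 10 for PPARα in Ncor LKO and 0 and 7501 against 6 and 7351 for PPARα in Ppara KO (9984 at an unadjusted p under 0.05).

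Whether replicate numbers pair the samples is not given in the sources used here. The best match of a library in the other group carried its own number for 3 of 8 RNA libraries and 0 to 4 of 6 in the ChIP-seq sets of 3 and 3, and for 4 of 4 in the sets of 2 and 2 (H3K27ac and H3K4me3 in Gps2 LKO, PPARα in Ppara KO), where 2 libraries per group allow only 0 or 4, with correlations of paired residuals from -0.142 to 0.263. As a block the number gave 43 and 14351 against 2 and 1698 for GPS2 in Ncor LKO, 1 and 1 against 1 and 150 for GPS2 in Ppara KO, 2299 and 566 against 785 and 143 for H3K27ac in Gps2 LKO, 864 and 271 against 1609 and 557 for H3K27ac in Ncor LKO, 514 and 153 against 214 and 35 for H3K4me3 in Gps2 LKO, 100 and 80 against 6 and 2 for NCOR in Gps2 LKO and 0 and 0 against 65 and 10 for PPARα in Ncor LKO (1220 at an unadjusted p under 0.05), and 69 against 294 peaks for the Ncor LKO against Smrt LKO test.

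Without 1 library, given by group and replicate number left out, peaks higher and lower were (with the number at an unadjusted p under 0.05 beside a count of 0 by edgeR): GPS2 in Ncor LKO (2 and 1698): WT 1: 0 and 1 (4827 unadjusted), 2: 0 and 0 (5706 unadjusted), 3: 109 and 30729; LKO 1: 0 and 0 (6920 unadjusted), 2: 0 and 0 (10435 unadjusted), 3: 0 and 0 (5667 unadjusted). GPS2 in Ppara KO (1 and 150): WT 1: 1 and 32, 2: 1 and 175, 3: 0 and 16 (1463 unadjusted); KO 1: 0 and 9 (4904 unadjusted), 2: 0 and 3 (3332 unadjusted), 3: 0 and 37 (2425 unadjusted). H3K27ac in Gps2 LKO (785 and 143): WT 1: 120 and 25, 2: 151 and 60; LKO 1: 2537 and 1375, 2: 2150 and 298. H3K27ac in Ncor LKO (1609 and 557): WT 1: 699 and 264, 2: 297 and 102, 3: 455 and 165; LKO 1: 1576 and 525, 2: 1824 and 744, 3: 945 and 292. H3K27ac in Smrt LKO (0 and 0): WT 1: 0 and 0 (3297 unadjusted), 2: 1 and 0 (4942 unadjusted), 3: 2 and 0 (3540 unadjusted); LKO 1: 0 and 2 (3405 unadjusted), 2: 1 and 0 (4717 unadjusted), 3: 0 and 0 (2543 unadjusted). H3K4me3 in Gps2 LKO (214 and 35): WT 1: 1107 and 69, 2: 447 and 330; LKO 1: 157 and 62, 2: 229 and 24. NCOR in Gps2 LKO (6 and 2): WT 1: 4 and 0 (1217 unadjusted), 2: 0 and 0 (868 unadjusted), 3: 6 and 8; LKO 1: 8 and 0 (1115 unadjusted), 2: 2 and 0 (1362 unadjusted), 3: 42 and 28. NCOR in Ppara KO (110 and 2290): WT 1: 108 and 1441, 2: 149 and 2821, 3: 56 and 848; KO 1: 61 and 1905, 2: 62 and 2650, 3: 102 and 979. PPARα in Gps2 LKO (34811 and 216): WT 1: 25925 and 206, 2: 32979 and 128, 3: 25671 and 191; LKO 1: 33028 and 376, 2: 31150 and 275, 3: 30543 and 150. PPARα in Ncor LKO (65 and 10): WT 1: 61 and 4, 2: 5 and 2, 3: 198 and 372; LKO 1: 33 and 3, 2: 36 and 11, 3: 3 and 3. PPARα in Ppara KO (6 and 7351): WT 1: 17 and 10007, 2: 13 and 8594; KO 1: 9 and 8117, 2: 5 and 7940. In the sets of 2 and 2 libraries this leaves 1 library in a group, which is assumed to vary like the other group. Median changes ran from 0.57 to 0.69 for PPARα in Gps2 LKO and from -2.57 to -2.38 for PPARα in Ppara KO, and GPS2 peaks under -1 in Ppara KO numbered 5993 (without WT replicate 3) to 16237 (without KO replicate 1).

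The peaks whose H3K27ac change differs between Ncor LKO and Smrt LKO numbered 59 (without Ncor WT replicate 2) to 372 (without Smrt WT replicate 3) around 294. The PPARα difference at genes that rose in Gps2 LKO (0.02, permutation p = 0.117) passed the threshold as a mean over all peaks within 50 kb, 0.0539 (permutation p = 1.0e-04), and for genes beyond 1, 0.169 (permutation p = 1.0e-04), the smallest p the permutations can give; without 1 library it ran from 0.0159 to 0.0290, with permutation p from 0.00410 to 0.152.

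Without 1 library, signs changed for Ccl2 RNA, -0.325 (without LKO 3) to 0.155 (without LKO 2) around -0.06, and Ly6g RNA, -0.00353 (without WT 3) to 0.193 (without WT 4) around 0.11. At Pdk4 the range was -0.295 (without KO 1) to 0.0376 (without KO 3) around -0.17 for NCOR at the promoter in Ppara KO, -0.457 (without WT 3) to 0.0325 (without LKO 3) around -0.21 for the same peak in Gps2 LKO, -0.0570 (without LKO 2) to 0.687 (without WT 1) around 0.27 for NCOR 10 to 15 kb upstream in Gps2 LKO, -0.0629 (without WT 3) to 0.416 (without WT 2) around 0.23 for PPARα at the promoter in Ncor LKO and -0.124 (without LKO 1) to 0.151 (without LKO 3) around 0.04 for the H3K27ac difference between Ncor LKO and Smrt LKO 10 to 15 kb upstream. At Cyp4a14 it was -0.426 (without LKO 2) to 0.440 (without WT 1) around 0.04 for NCOR in Gps2 LKO and -0.00158 (without WT 3) to 0.438 (without WT 2) around 0.21 for PPARα in Ncor LKO.

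The share of GPS2 peaks with a PPARα peak (91.6%) was 90.3% when at least 50% of the shorter peak must overlap, 92.9% for peaks of at least 3 WT livers and 85.6% for the 1 GPS2 library of the Gps2 WT liver; the share at promoters (25.1%) was 32.1% within 3 kb and 23.4% for the upper 50% of the merged peaks by their score. Overlap in the upper 50% of each library's peak list was not run, since every peak of those lists carries the same score. A smaller part of the peaks could be tested in sets with a low share of tags in peaks. For PPARα in Ppara KO it was 7523 of 40241 peaks with tags (0.581% to 2.44% of the tags of a library in peaks). For GPS2 it was 24882 of 56278 in Ncor LKO and 13191 of 27842 in Ppara KO (1.07% to 8.23%). For H3K27ac in Ncor LKO it was 67719 of 68817 (73.9% to 77.7%).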

Differences from the paper's values

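Chosen after the values were seen are the summed RNA libraries, LKO replicate 2 alone and the adjustment for exon length; the other alternatives named here were set before the data were examined.

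The paper gives an 8-fold rise of *Fgf21* in *Gps2* LKO livers on chow, and the fold from the RNA-seq counts was 19.8. The paper's sentence names no assay, and the paper also measured *Fgf21* by qPCR. None of the 12 alternatives set beforehand (RLE factors, DESeq2, no filter, replicate block and leaving out each of 8 libraries) came within 1.5 times the paper's value, and they gave 17.5- to 21.9-fold.

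For GPS2 peaks in *Ppara* KO livers, the paper's count of peaks under a log2 fold change of -1 is about 21000 in Fig. 5g, read by eye, and 12325 were counted here. The count here stayed lower in each setting run. It came within 1.5 times of the paper's without WT replicate 1 (15229), WT replicate 2 (15544), KO replicate 1 (16237) or KO replicate 2 (14450), and it did not with TMM on the tags in peaks (1072), without WT replicate 3 (5993) and without KO replicate 3 (8058). The paper's count over 1 is about 1400 in Fig. 5g, read by eye, against 113 here. With TMM on the tags in peaks it is 1104, within 1.5 times of the paper's, and without each library in turn it is not (82 to 260). The table used here holds 27842 peaks, whether the figure shows the same peaks is not given in the sources used here, and both counts here use the figure's limits of 1 and -1 with no test.

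The paper describes most pathways and transcription factors of the *Hdac3* knockout, with Rev-Erbs and PROX1 as examples, as not affected by loss of GPS2. The whole set changed by loss of HDAC3 was not analysed here. Of 18 circadian and Rev-Erb genes measured, 5 rose, 6 fell and 7 did not pass the test. Of all 12220 tested genes, 2856 rose and 2621 fell, so changed genes are common in any list. *Prox1* fell (log2 fold change -0.95, adjusted p = 0.00585 from edgeR) and so did the Rev-Erbα gene *Nr1d1* (-0.52, adjusted p = 2.47e-04), while *Nr1d2* gave -0.00337 (adjusted p = 0.969). *Prox1* and *Nr1d1* were lower in every setting run. The values ran from -0.63 to -0.30 for *Nr1d1* and from -1.35 to -0.21 for *Prox1*, so the size of the *Prox1* fall depended strongly on the setting. With summed libraries neither passed (adjusted p = 0.188 and 0.151), and with the sums adjusted for exon length *Prox1* did not (0.173).

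The paper describes fibrosis markers as unchanged in *Gps2* LKO livers under basal conditions. Of 17 fibrosis markers measured here on chow, 15 rose, 1 fell (*Fn1*, log2 fold change -0.41) and 1 did not pass the test, with *Col1a1* at 1.09 (0.98 to 1.35 over all settings). With summed libraries 6 were called higher by edgeR. Of 14 stellate cell and fibroblast markers 13 rose as well, and of 15 macrophage and Kupffer cell markers 14. As groups with an estimated correlation the fibrosis and stellate markers passed, and the macrophage markers did not. The genes of the paper's supplementary figure were not matched here.

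The paper describes lipogenic pathways as up-regulated in *Ncor* LKO but not in *Gps2* LKO mice, and genes of lipid metabolism as higher in *Gps2* LKO under basal conditions. Of 19 lipogenic genes measured here in *Gps2* LKO on chow, 15 rose, none fell and 4 did not pass the test (median log2 fold change 0.69), and with summed libraries 9 were called higher by edgeR. RNA of *Ncor* LKO livers was not analysed here.

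In the paper, WT and LKO livers do not differ in representative pro-inflammatory genes. Of 6 such genes measured here on chow, 2 rose, 1 fell and 3 did not pass the test: *Il1b* (log2 fold change 0.99, adjusted p = 0.0138) and *Vcam1* (0.81) rose and *Cxcl1* (-1.14) fell, while *Ccl2*, which the paper shows, gave -0.06 (adjusted p = 0.903). Of 15 macrophage and Kupffer cell markers 14 rose as well (median log2 fold change 0.74), and of 14 endothelial markers 5 (median 0.22). As groups with an estimated correlation neither of these lists passed, nor did the 6 pro-inflammatory genes. The *Il1b* call ended with summed libraries, also with the sums adjusted for exon length, where 1 WT sum stands for its group. LKO replicate 2 alone, with 1 library in its group, cannot decide whether *Il1b* changed.

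The paper reports higher H3K27ac at *Pdk4* in *Gps2* LKO livers by ChIP-seq, and also by ChIP-qPCR, which was not analysed here. In the ChIP-seq counts the direction was the same without passing the test. The log2 fold change was 0.41 at the promoter (adjusted p = 0.0956 from edgeR) and 0.55 at 10 to 15 kb upstream (adjusted p = 0.129). Leaving out a library of this set leaves 1 in its group, which is assumed to vary like the other group. With the replicate block both passed (adjusted p = 0.0205 and 0.0255), as they did without LKO replicate 1 (0.0143 and 0.0165), and over all settings the adjusted p ran from 0.0143 to 0.411 and from 0.0165 to 0.525.

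GPS2 binding at *Pdk4* and *Cyp4a14* is described as lost in *Ncor* LKO and lower in *Ppara* KO livers. In *Ncor* LKO it fell at *Pdk4* by 1.32 (promoter, adjusted p = 0.0728), 1.39 (1 to 5 kb upstream, adjusted p = 0.0731) and 1.23 (10 to 15 kb upstream, adjusted p = 0.106) on the log2 scale, and at *Cyp4a14* by 2.25 (adjusted p = 0.0496). The first and the second of these passed with DESeq2 (adjusted p = 0.0369 and 0.0370) and the replicate block (0.0495 and 0.0437), and all 3 *Pdk4* peaks without WT replicate 3 (3.51e-07, 4.36e-07 and 6.78e-05), within ranges over all settings of 3.51e-07 to 0.981, 4.36e-07 to 0.898 and 6.78e-05 to 0.975. The *Cyp4a14* call ended without WT replicate 1, WT replicate 2 or any 1 LKO replicate (log2 fold change -2.49 to -1.81, adjusted p = 0.175 to 0.299), with TMM on the tags in peaks (0.0860) and with no filter (0.0761). In *Ppara* KO, GPS2 fell at *Pdk4* by 1.42 (adjusted p = 0.116), 1.89 (adjusted p = 0.0699) and 2.16 (adjusted p = 0.0443) and at *Cyp4a14* by 1.09 (adjusted p = 0.172). The third call at *Pdk4* ended without each of the 6 libraries in turn (log2 fold change -2.37 to -1.93, adjusted p = 0.0619 to 0.309), and no setting run called the other 3 peaks.

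The paper also describes NCOR as lower at *Pdk4* in *Ppara* KO livers. It fell 1 to 5 kb upstream (log2 fold change -1.54, adjusted p = 8.38e-06) and 10 to 15 kb upstream (-2.44, adjusted p = 1.53e-06), while the promoter peak gave -0.17 (adjusted p = 0.675, 0.480 to 0.960 over all settings).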

Other observations

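Tests chosen after their result was seen are the summed RNA libraries and the splits of the RNA libraries and of the GPS2 libraries of the *Ncor* line. Genes of growth hormone signalling and liver differentiation, and the *Tmeff2* values in the *Ncor* and *Smrt* lines, were also picked after their values were seen.

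Single genes on the growth hormone path did not move together in *Gps2* LKO livers. *Bcl6*, a repressor of sex-biased liver genes, fell from 86.8 ± 3.42 to 24.0 ± 2.75 CPM (SD, n = 4; log2 fold change -1.85, SE 0.08, adjusted p = 1.14e-09), the growth hormone receptor *Ghr* had a log2 fold change of -0.51, *Stat5a* of -0.61 and *Stat5b* of -0.34. The STAT5 target genes *Socs2* (1.19) and *Cish* (1.16) rose, while *Igf1* gave -0.10 (adjusted p = 0.192). *Hnf4a*, a regulator of hepatocyte identity, fell by 0.41 on the log2 scale, and the fetal gene *Afp* rose from 0.868 to 1.83 CPM. H3K27ac at male-biased genes differed from that at unchanged genes by -0.20 in *Gps2* LKO, -0.40 in *Ncor* LKO and -0.12 in *Smrt* LKO, and H3K4me3 in *Gps2* LKO by -0.20. At female-biased genes H3K4me3 differed by 0.43 (n = 10), and H3K27ac in *Smrt* LKO by 0.03 (permutation p = 0.247).

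Fibrosis and stellate cell markers rose in *Gps2* LKO livers, and markers of other cells than hepatocytes rose in part. Of 17 fibrosis markers, 15 rose, 1 fell and 1 did not pass the test (15 and 1 adjusted over the list alone), with *Col1a1* at 1.09, *Col3a1* at 1.08 (from 42.2 to 89.3 CPM) and *Fn1* at -0.41. Of 14 markers of stellate cells and fibroblasts, 13 rose, none fell and 1 did not pass the test (13 and none), with a median of 0.79 and *Dcn* from 75.7 to 137 CPM and *Ecm1* from 68.2 to 132 CPM. Of 15 macrophage and Kupffer cell markers, 14 rose, none fell and 1 did not pass the test (14 and none), with a median of 0.74, *Clec4f* from 47.5 to 70.2 CPM, *Cd14* at 1.19 and *Lyz2* at 0.93. Of 14 endothelial markers 5 rose, none fell and 9 did not pass the test (5 and none; median 0.22), with *Eng* from 43.5 to 55.8 CPM. Of 7 cholangiocyte markers 4 rose, none fell and 3 did not pass the test (4 and none; median 0.61), with *Krt19* at 1.01 and *Spp1* from 56.8 to 86.7 CPM. Of 3 lymphocyte and neutrophil markers 1 rose, none fell and 2 did not pass the test (2 and none). Of 6 erythroid markers 5 rose and 1 fell (the same adjusted over the list alone), with *Hbb-b2* at 0.67 and *Alas2* at -1.10. As groups with an estimated correlation, the fibrosis and the stellate markers passed (adjusted p = 0.00465 and 0.00541) and the macrophage, endothelial, cholangiocyte, lymphocyte and erythroid markers did not (adjusted p = 0.0768, 0.157, 0.160, 0.472 and 0.961).

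Other lists of genes moved as follows. Of 12 LXR targets, 8 rose, 1 fell and 3 did not pass the test (8 and 1 adjusted over the list alone; adjusted p = 0.0363 as a group with an estimated correlation), with *Apoe* at 0.97, *Scd1* at 0.73 and the cholesterol exporter *Abca1* at -0.58. Of 15 genes of the integrated stress response, 7 rose, 1 fell and 7 did not pass the test (8 and 1; adjusted p = 0.0768 as a group), with asparagine synthetase *Asns* at 2.97, *Nupr1* at 2.79 and *Psat1* at 1.64. Of 14 cell cycle genes, 11 rose, none fell and 3 did not pass the test (12 and none; adjusted p = 0.0363), with *Cdc20* at 1.69 and *Mcm6* from 6.68 to 13.8 CPM. Of 13 p53 targets, 6 rose, 2 fell and 5 did not pass the test (6 and 2; adjusted p = 0.472), with *Cdkn1a* at 0.92. Of 20 acute phase genes, 6 rose, 6 fell and 8 did not pass the test (6 and 7; adjusted p = 0.610), with the serum amyloid genes *Saa1*, *Saa2* and *Saa4* at -1.23, -1.16 and -1.09 and *Hamp* at 0.66. Of 6 pro-inflammatory genes, 2 rose, 1 fell and 3 did not pass the test (2 and 2; adjusted p = 0.961). Of 9 genes that respond to thyroid hormone, 4 rose, 2 fell and 3 did not pass the test (4 and 2; adjusted p = 0.123), with *Dio1* at -0.73. Of 15 periportal hepatocyte genes, 10 rose, 2 fell and 3 did not pass the test (10 and 2; adjusted p = 0.0942), with *Ass1* at 1.27, and of 15 pericentral genes 6 rose, 2 fell and 7 did not (6 and 2; adjusted p = 0.663), with *Lgr5* at -0.70 and *Lect2* at 0.69. With the libraries summed, the genes higher by edgeR numbered 6 of the fibrosis, 6 of the stellate, 4 of the stress response, 4 of the cell cycle, 3 each of the LXR, macrophage, periportal and thyroid, and 1 each of the pro-inflammatory and p53 lists, and none of the other 6 of these lists.

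A GPS2 peak lay within 25 kb of 74.9% of the genes higher in LKO, 78.0% of unchanged genes (Fisher exact p = 9.04e-04) and 90.2% of the lower genes (p = 8.71e-47 against unchanged genes), and of 60.2% of the genes higher beyond a log2 fold change of 1 (p = 1.17e-14). Genes within 10 Mb of *Gps2* were changed in 44.1% of 256 cases and other genes in 44.8% of 11964 (Fisher exact p = 0.849), and within 5 Mb in 44.0% of 125 (p = 0.928). The authors' own p-values call 3139 genes higher and 2784 lower in their table of 14583 genes, and 2887 and 2765 over the genes tested here, with a correlation of the log2 fold changes of 0.99996. At *Tmeff2*, the log2 fold change of H3K27ac near the TSS was 3.42 in *Smrt* LKO, where edgeR called no region (3880 at an unadjusted p under 0.05; DESeq2 called 68), and -1.28 in *Ncor* LKO, without a test of the difference.

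NCOR in *Ppara* KO livers also changed away from the 2 loci of the paper. Of 73577 peaks 110 rose and 2290 fell, with a median log2 fold change of -0.28. Peaks annotated to *Sall3* (-3.38), *Palb2* (-3.24) and *Bik* (-6.01) fell, and those annotated to *Mir7232* (3.62), *Sstr3* (2.76) and *Poldip3* (3.67) rose. Without WT replicate 1 the counts were 108 and 1441, without WT replicate 3 56 and 848, without KO replicate 1 61 and 1905, without KO replicate 2 62 and 2650 and without KO replicate 3 102 and 979. DESeq2 gave 35 and 1048, and TMM on the tags in peaks 529 and 996.

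PPARα tags rose in *Gps2* LKO livers at peaks with and without a GPS2 peak, which at equal WT tags differed by 0.0547 in their median log2 fold change (-0.07 to 0.21 by LKO library).

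The real grouping of the RNA libraries gave 5477 changed genes, and the highest of the other 34 of 35 splits gave 0. Only the real split of 35 gave as many calls, if each library is taken as independent. The other splits mix WT and LKO libraries, so the genotype difference widens the spread within their groups. Their 0 calls therefore do not show how many of the 5477 calls are false. For the ChIP-seq sets of 3 and 3 libraries, the 10 splits are too few for a share under 0.05. The changed peaks in the real split and the highest other were 1700 and 0 for GPS2 in *Ncor* LKO, 151 and 1 for GPS2 in *Ppara* KO, 2166 and 1 for H3K27ac in *Ncor* LKO, 0 and 1 for H3K27ac in *Smrt* LKO (edgeR, 3880 at an unadjusted p under 0.05; DESeq2 called 68), 8 and 16 for NCOR in *Gps2* LKO, 2400 and 26 for NCOR in *Ppara* KO, 35027 and 0 for PPARα in *Gps2* LKO, and 75 and 50 for PPARα in *Ncor* LKO.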
